# Comparative analysis of the transcriptomes of EDL, psoas, and soleus muscles from mice

**DOI:** 10.1186/s12864-020-07225-2

**Published:** 2020-11-19

**Authors:** Pabodha Hettige, Uzma Tahir, Kiisa C. Nishikawa, Matthew J. Gage

**Keywords:** RNA sequencing, Fast-twitch muscle, Slow-twitch muscle, Transcriptome, Muscle specialization, Differential gene expression

## Abstract

**Background:**

Individual skeletal muscles have evolved to perform specific tasks based on their molecular composition. In general, muscle fibers are characterized as either fast-twitch or slow-twitch based on their myosin heavy chain isoform profiles. This approach made sense in the early days of muscle studies when SDS-PAGE was the primary tool for mapping fiber type. However, Next Generation Sequencing tools permit analysis of the entire muscle transcriptome in a single sample, which allows for more precise characterization of differences among fiber types, including distinguishing between different isoforms of specific proteins. We demonstrate the power of this approach by comparing the differential gene expression patterns of extensor digitorum longus (EDL), psoas, and soleus from mice using high throughput RNA sequencing.

**Results:**

EDL and psoas are typically classified as fast-twitch muscles based on their myosin expression pattern, while soleus is considered a slow-twitch muscle. The majority of the transcriptomic variability aligns with the fast-twitch and slow-twitch characterization. However, psoas and EDL exhibit unique expression patterns associated with the genes coding for extracellular matrix, myofibril, transcription, translation, striated muscle adaptation, mitochondrion distribution, and metabolism. Furthermore, significant expression differences between psoas and EDL were observed in genes coding for myosin light chain, troponin, tropomyosin isoforms, and several genes encoding the constituents of the Z-disk.

**Conclusions:**

The observations highlight the intricate molecular nature of skeletal muscles and demonstrate the importance of utilizing transcriptomic information as a tool for skeletal muscle characterization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07225-2.

## Background

Muscle sarcomere is a complex network of proteins that work together to generate force. Specific fiber types have evolved to express a unique array of proteins according to the tasks that muscles perform [1–3]. The basic principles associated with muscle contraction were established with the development of the sliding filament model [4, 5]. However, there remain many unanswered questions associated with muscle function and the differences among skeletal muscle fiber types [2, 6, 7], even after close to a century of work. Transcriptomic variability among different types of skeletal muscle is one particular area that has been poorly characterized. A complete understanding of these differences will not only help improve fiber type characterization but will also provide the necessary tools to characterize transcriptome-level changes associated with age or muscle-based diseases.

Muscle fibers are classified at the physiological level as either fast-twitch or slow-twitch, based on their contractile properties. Myosin heavy chain isoform composition is the most common technique used in muscle fiber typing and is associated with contractile efficiency and energy metabolism [8]. Metabolic properties of muscle fibers associated with the mitochondrial structure and mitochondrial-associated enzyme content [6] determine the degree of aerobic (oxidative) and anaerobic (glycolytic) capacity [9], resulting in four primary categories of muscle; slow-twitch oxidative type 1, fast-twitch oxidative glycolytic type 2A, fast-twitch glycolytic type 2X, and fast-twitch glycolytic type 2B [6, 8, 10–12]. Several other structural and physiological characteristics, including mitochondrial composition [2, 13, 14], energetic substrate availability [2, 14], Z-line thickness [2, 14], and myoplasmic Ca^2+^ concentration and Ca^2+^ affinity of regulatory proteins [15] follow the same primary fiber type classification. While this approach provides a high-level characterization of muscle fiber type, it does not provide insights into the more subtle but important differences in gene expression that occur in different types of skeletal muscles. The majority of skeletal muscles contain a combination of fast- and slow-twitch fibers [8], resulting in characteristics of both fiber types, although they are generally classified based on the predominant myosin heavy chain isoform as either fast-twitch or slow-twitch.

Skeletal muscles vary enormously in embryonic origins, shapes, and functional roles [3]. The diversity of structural and functional constituents of myofibers makes skeletal muscles highly adaptable to functional demands [2, 16, 17]. This diversity has been observed in metabolic profiles [2, 14] and isotonic shortening velocities [2, 18, 19], despite fundamental slow- or fast-twitch characteristics remaining well preserved. However, these studies have not been correlated with differential gene expression patterns to develop a complete molecular understanding of how gene expression drives the physiology. This is an important gap in knowledge that is critical to understanding the etiology of sarcopenia, dynapenia, myopathy, muscle injuries, and other muscle diseases.

Muscle diseases are generally linked to a heritable genetic mutation or metabolic dysfunction and interestingly are often localized to a specific muscle(s) rather than targeting all muscles with a similar fiber type or architecture [16, 20]. For example, Duchenne muscular dystrophy (DMD) predominantly affects fast muscle fibers in the body but does not affect the head muscles [20]. Because susceptibility of a particular muscle to a disease phenotype is likely a function of gene expression, lack of data on gene expression differences between muscle types prevents a deeper understanding of musculoskeletal diseases. One of the most common approaches for assessing transcriptomic profiles is RNA Sequencing (RNA-Seq), which quantitatively determines the expression level of all transcripts within a particular tissue. This approach has been largely overlooked as a tool to explore transcriptomic variability in muscles. One of the pioneering studies was recently published by Terry et al. [3], who conducted a comprehensive study of the transcriptomic diversity of skeletal, smooth, and cardiac muscle tissues in mice and rats. This study demonstrated that there are two main clusters of genes in skeletal muscles that exhibited transcriptomic variability that correlated with fast-twitch and slow-twitch muscle phenotypes. However, one of the key findings of this study was that muscle-specific transcriptomic variability is more complex than an orthogonal classification of fiber types, and it is too simplistic to just refer to muscles by their prominent phenotype. Skeletal muscle classification should extend beyond the fiber type associated behavior, and take into account the physiological, metabolic, morphological, and developmental diversity of different muscles.

Comparative literature focusing on biophysical characteristics of skeletal muscles generally use representative muscles composed of primarily of either fast-twitch or slow-twitch fibers [21–23]. Much of the work using isolated muscles and muscle fibers has focused on EDL and soleus fibers as they represent fast-twitch and slow-twitch muscles [6, 24, 25]. Psoas muscle is generally classified as a fast-twitch muscle based on physiological studies, but the exact fiber composition of this muscle is less clear since the myosin heavy chain (Myh) distribution pattern differs among studies [26, 27]. Since EDL and psoas have been categorized as fast muscles, we predicted that the transcriptome of mouse psoas muscle would more closely resemble the transcriptome of the EDL muscle, while soleus would have a distinctly different gene expression pattern. In this study, we test this hypothesis using RNA-Seq and demonstrate that many of the gene clusters analyzed show similar patterns of up- and down-regulation in the psoas and EDL transcriptomes and these patterns differ from soleus. However, there are specific gene clusters where either psoas or EDL muscles more closely resemble the expression pattern of soleus muscles. Our results highlight the importance of transcriptome-level comparisons to gain insights into the molecular characteristics of skeletal muscles, that were not possible to obtain using physiological studies.

## Results

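RNA from the EDL, psoas, and soleus muscles of mice aged between 32 and 54 days was sequenced in 10 libraries, 3 of EDL, 3 of psoas, and 4 of soleus. The authors aligned the read pairs to the mouse genome, counted reads per gene, kept genes with at least 10 reads in at least 3 samples, and deposited these counts without normalization. Total counts ranged from 15016122 to 47825953 in EDL (median 44147498), from 13820086 to 50431713 in psoas (median 21923831), and from 12737971 to 26848423 in soleus (median 15644394.5). At these depths, the 3 counts that an observed count of 0 allows correspond to between 0.0595 CPM (counts of a gene scaled by the library total) in psoas 1 and 0.236 CPM in soleus 3. Such limits cover counting error only. According to Table S1, the reads of 4 libraries (replicates 1 and 2 of EDL and of psoas) were quality-trimmed before alignment, and those of soleus were not. The paper's text names a sequencing batch effect but not the run of each library, so the comparisons reported first have no batch term. Expression levels were compared between muscles with edgeR's quasi-likelihood test, in 1 fit over the 10 libraries with TMM normalization and Benjamini-Hochberg adjustment. A gene was taken as differentially expressed at an adjusted p under 0.01 and a fold change over 2, the thresholds of the paper. This test, its thresholds, the lists of marker genes, the rule for naming genes, and the alternatives were chosen before the data were examined, except for 8 alternatives that are marked as chosen after seeing the data. On simulated counts with 200 of 16112 genes changed by 3 on the log2 scale, the fit recovered 183 of the changed genes (91.5%) with 3 false calls. The changed genes were drawn from those with a mean of at least 1 CPM, and the simulated libraries varied independently. This share is therefore no measure of the power for smaller changes or scarcer genes.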

Gene expression profiles of EDL, psoas, and soleus collected from RNA-seq were studied to understand the transcriptomic variation among muscles. The myosin heavy chain (Myh) composition of these muscles has been characterized in several different studies [3, 8, 13, 24, 26–29], providing a robust data set for validating our RNA-Seq analysis. There are four predominant myosin isoforms that are typically used for isoform typing of muscle fibers, namely Myh-2X, Myh-2A, Myh-2B, and Myh-1, which are encoded by the Myh1, 2, 4, and 7 genes respectively. 

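FPKM values were computed with DESeq2 from the deposited counts and the summed exon lengths of GENCODE M21, an annotation of GRCm38, the build to which the authors aligned the reads. For 1994 of the 1999 genes read from the paper's table of FPKM values, which was read in part, the median ratio of the computed to the paper's value was 1.00, and the 0.05 quantile of these ratios was 0.512. Myh2, Myh1, and Myh4 are neighbors on chromosome 11 (67171027 to 67197517, 67200052 to 67224575, and 67238029 to 67260446), and Myh7 lies on chromosome 14 (54970684 to 54994626). Myh4 had an FPKM of 7246 ± 1533 (SD, n = 3) in EDL, 8991 ± 687 (n = 3) in psoas, and 202 ± 124 (n = 4) in soleus. Myh1 had an FPKM of 1483 ± 156 in EDL, 1863 ± 719 in psoas, and 995 ± 475 in soleus. For Myh2 these values were 371 ± 82.0, 549 ± 288, and 1446 ± 168. Myh7 had an FPKM of 0.863, 3.48, and 13.4 in EDL 1, 2, and 3, between 0.375 and 1.17 in psoas, and 1117 ± 318 in soleus. These genes are paralogs, and the paper's text does not name how reads that match several of them were counted, so values of the scarce isoforms in particular are uncertain.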

The expression percentages of these four genes in EDL, psoas, and soleus were determined as a fraction of total normalized reads counts in fragments per kilobase million (FPKM) and compared to published percent expression levels (Fig. 1b). The calculated percentages of myosin heavy chain isoforms in each muscle showed no significant difference compared to the transcriptomic and proteomic data gathered from the literature when compared using a 95% significant level (Table S2 in SI). 

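The share of each gene in the sum of Myh1, Myh2, Myh4, and Myh7 was taken per library from values per kilobase of exon. In EDL, Myh4 made up 79.2% ± 4.15 (SD, n = 3), Myh1 16.5% ± 2.91, Myh2 4.23% ± 1.44, and Myh7 0.0591% ± 0.0588. In psoas, Myh4 made up 79.0% ± 8.09 (SD, n = 3), Myh1 16.2% ± 5.74, Myh2 4.76% ± 2.36, and Myh7 0.00619% ± 0.0034. Exact two-sided permutation tests between psoas and EDL gave p = 1 for Myh4 and for Myh1, 0.8 for Myh2, and 0.1 for Myh7. The last is the smallest p that 3 libraries against 3 allow. After Benjamini-Hochberg adjustment over the 12 permutation tests of these shares, the values were 1, 1, 0.96, and 0.171. The mean Myh7 share in EDL fell to 0.0264% without EDL 3. Except for Myh7 in psoas, the shares moved most when only the untrimmed libraries were used, which leaves EDL 3 and psoas 3, with Myh4 shares of 83.5% and 70.0%. The mean Myh7 share in psoas was 0.00872% of the counts without the correction for gene length, and 0.00511% in psoas 3.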

The percent expression levels of the major myosin heavy chain isoforms in EDL and psoas are similar (~ 79% Myh-2B; ~ 16% Myh-2X and ~ 4% Myh-2A) with Myh4 exhibiting the highest transcript level of any isoform in both EDL and psoas, consistent with their classification as fast-twitch muscles. In contrast, soleus expresses a mixture of both fast and slow myosin isoforms (5% Myh-2B, 26% Myh-2X, 39% Myh-2A, and 30% Myh-1), which is similar to the percentages observed in previous transcriptomics and proteomics experiments (Fig. 1a-b, Table S2 in SI).

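In soleus, Myh2 made up 38.5% ± 4.99 (SD, n = 4) of the summed values per kilobase, Myh7 30.1% ± 10.1, Myh1 26.1% ± 11.2, and Myh4 5.29% ± 3.21. Soleus 2 had a Myh4 share of 0.508%, against 6.43% to 7.32% in the other soleus libraries. Every soleus library lay above every EDL and psoas library in Myh7 and Myh2 and below them in Myh4 (exact permutation test, two-sided, p = 0.0571 against each muscle, the smallest that 4 libraries against 3 allow, and 0.114 after Benjamini-Hochberg adjustment over the 12 tests). The Myh1 share of soleus overlapped with those of EDL (p = 0.229, adjusted 0.305, same exact permutation test) and psoas (p = 0.171, adjusted 0.257). Without the correction for gene length, the mean Myh7 share of soleus was 35.2% of the counts. Over all genes, Myh4 had a log2 fold change of −5.16 in soleus vs EDL (SE 0.73, adjusted p = 0.00099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 9.5e-18 to 0.0108 over 15 alternatives, the highest with a covariate of 3 levels from read trimming and age in place of the unlisted sequencing runs, called the run proxy) and of −5.46 in soleus vs psoas (SE 0.74, adjusted p = 0.00077; 6.8e-20 to 0.0064). Myh2 passed in soleus vs EDL (1.97, SE 0.37, adjusted p = 0.0047; 8.2e-09 to 0.112), but not without EDL 1, EDL 2, EDL 3, soleus 2, soleus 3, or soleus 4 (0.0105 to 0.0252), nor with the run proxy (0.112). In soleus vs psoas, Myh2 (1.42, SE 0.36, adjusted p = 0.0226; 9.7e-05 to 0.133) passed only with DESeq2 or without psoas 3 (0.0051). Soleus 1 and soleus 3 alone form a level of the run proxy. With it, they enter the comparisons only through the estimate of the spread. Calls lost with the run proxy can thus reflect fewer libraries as well as a batch.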

**Fig. 1:**
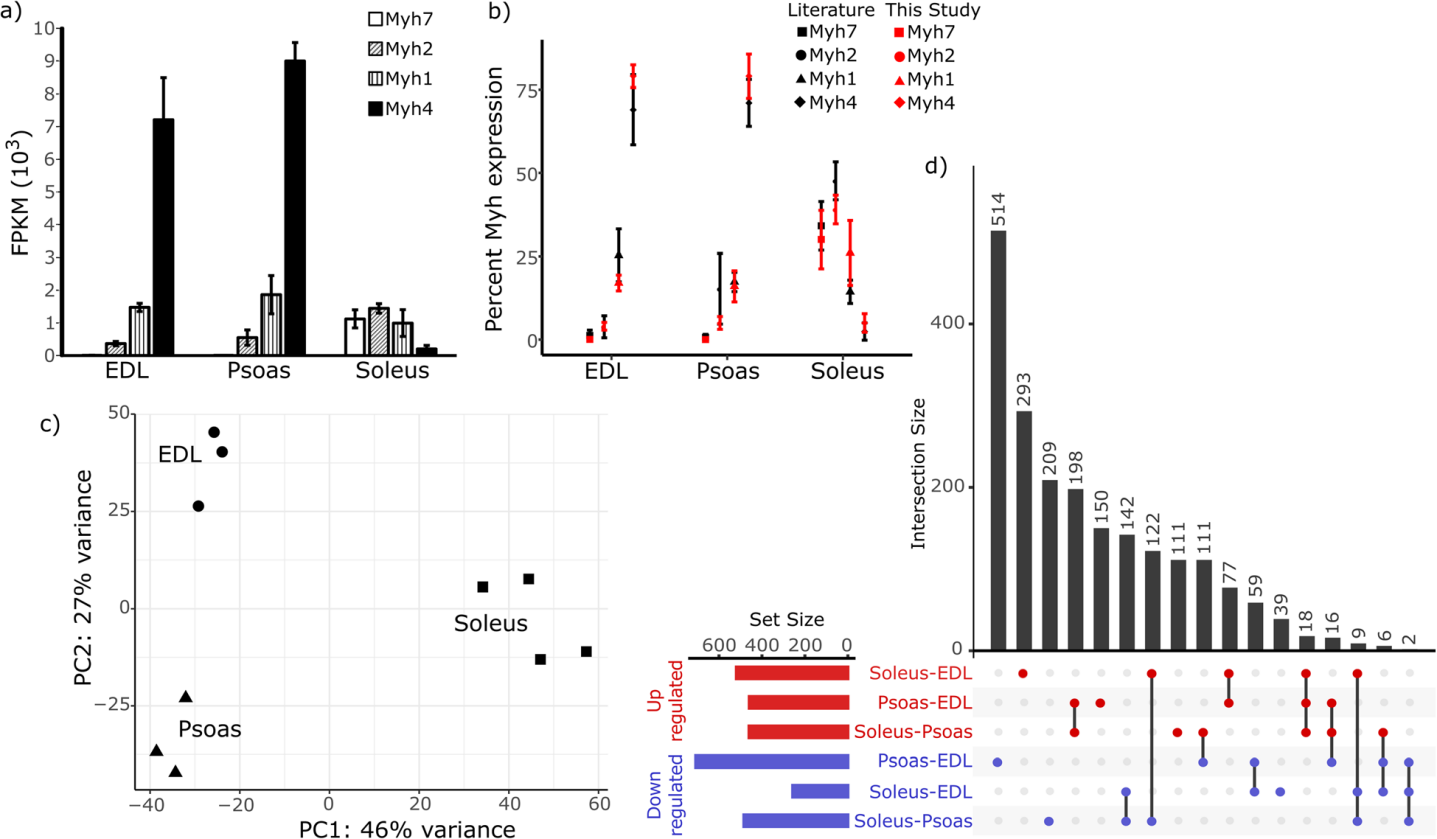
EDL, psoas, and soleus constitute unique expression signatures. **a** Expression of the four primary myosin isoforms in EDL, psoas, and soleus. Both EDL and psoas predominantly express Myh-2B (Myh4) isoform, while soleus expresses nearly equivalent levels of Myh-1(Myh7), Myh-2A(Myh2), and Myh-2X(Myh1). **b** Percent Myh isoform expression in mouse EDL, psoas, and soleus from the present study (red) agree well with the proteomics and transcriptomics data gathered from the literature (black). Percent Myh isoform expression was calculated as a fraction of total FPKM values of Myh1, Myh2, Myh4, and Myh7, and compared to the data reported by previous publications using t-tests. Data used to carry out the statistical analysis, and the results are shown in Table S2 in SI. At the 95% significant level, no significant expression difference was observed between the two datasets (**c**) PCA after filtering-out marginally expressed genes (see methods for the selection criteria used). PC1 identifies 46% of the expression variability among genes and creates two major clusters separating fast muscles (EDL and psoas) from slow muscle (soleus). PC2 accounts for 27% of the variance and separates EDL, psoas, and soleus into three distinct clusters. **d** UpSet plot showing the number of unique and overlapping genes between the up and down-regulated genes identified by the pairwise comparison of EDL, psoas, and soleus. The total number of uniquely differentially expressed genes between two fast muscles is greater than that of the fast to slow comparisons

### EDL and psoas exhibit different transcriptomic patterns

Pairwise comparison of gene expression profiles in EDL, psoas, and soleus was carried out using DESeq2 and differentially expressed genes among the muscles were identified. At a 99% significance level, the comparison of psoas vs. EDL identified 1227 differentially expressed genes with more than a two-fold expression difference, which was the highest number of differentially expressed genes in any pairwise comparison. In contrast, soleus vs EDL and soleus vs psoas comparisons yielded 716 and 944 genes, respectively. This was surprising as we expected psoas to have an expression pattern that was closer to EDL, due to the similar Myh expression profiles between these two muscles, and the fact that they are both classified as fast-twitch muscles [8, 29]. Therefore, a principal component analysis (PCA) was carried out on the complete dataset with the marginally expressed genes removed (see methods) to determine the underlying components associated with the expression variability (Fig. 1c). 

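Between psoas and EDL, 340 of 16112 genes passed an adjusted p of 0.01 and a fold change of 2 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 87 genes (25.6%) were higher in psoas and 253 were lower. The share that was higher in psoas was 10.1% without EDL 1, 10.3% without EDL 2, 42.2% without EDL 3, and 14.1% without psoas 1, and over the other alternatives it lay between 7.19% (a fit of the 2 muscles alone) and 42.8% (limma-voom with the animal in the labels as a random effect). The psoas and EDL libraries did not overlap in normalized CPM in any of these 340 genes, nor in 4776 of all genes, where chance alone would separate 10%. The number of genes depended on the libraries in the fit. It was 69 without EDL 1, 87 without EDL 2, 963 without EDL 3, 92 without psoas 1, 61 without psoas 2, and 87 without psoas 3. It was also lower without soleus 1 (194 genes) and without soleus 4 (174 genes), which enter the comparison only through the estimate of the spread. Among the alternatives, the test against a fold change of 2 itself (edgeR's glmTreat) gave the lowest number, 27, and DESeq2 with the run proxy as a covariate the highest, 1325. DESeq2's Wald test with its own size factors and no covariate gave 1095. The genes that rose most in psoas, by the rule for naming genes, were Crip3, Rxfp2, and Sim1, and Hoxa13, Hoxa11, and Epyc fell most. Sim1 (chromosome 10, 50894754 to 50989152) had 1.06 ± 0.172 normalized CPM (SD, n = 3) in EDL and 24.3 ± 6.97 in psoas (n = 3), a log2 fold change of 4.52 (SE 0.28, adjusted p = 5.2e-05 from the same test). Over 15 alternatives, its adjusted p lay between 1.8e-44 and 0.0011. Epyc was at least 25.1-fold lower in psoas, where its count is at the limit that a count of 0 allows, and Crip3, at this limit in EDL, was at least 10.2-fold higher. Crip3 and Rxfp2 no longer passed without EDL 2 (adjusted p = 0.0343 for both, the highest over the 15 alternatives, whose lowest values were 6.1e-06 and 2.3e-05), and both also failed without EDL 1, psoas 1, or psoas 3. Among other alternatives, Rxfp2 failed without psoas 2 or soleus 4 as well.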

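Soleus differed from EDL in 929 of 16112 genes (578 higher and 351 lower in soleus) and from psoas in 917 (481 higher and 436 lower) by the same thresholds. Groups did not overlap in 916 and 915 of these genes, and in 4748 and 4155 of all genes, where chance alone would separate 5.71%. Of the genes called here, 333 between psoas and EDL, 566 between soleus and EDL, and 652 between soleus and psoas were also called by the paper. With upper-quartile normalization, which moved the median log2 fold change of all genes between soleus and EDL to −0.14, 53.5% of the called genes were higher in soleus, against 62.2% with TMM. Over the alternatives, this share lay between 47.7% (an adjusted p under 0.05) and 68.9% (without soleus 4). Against psoas, 52.5% of the called genes were higher in soleus, between 43.8% (without psoas 2) and 55.2% (without soleus 3). The number for soleus vs EDL was 385 without EDL 1, 405 without EDL 2, 1511 without EDL 3, and 588 without soleus 4. Without EDL 3, all EDL libraries are trimmed and all soleus libraries untrimmed, so that muscle and read trimming cannot be told apart. The number for soleus vs psoas was 568 without psoas 1, 493 without psoas 2, 609 without soleus 2, and 602 without soleus 4. The number for psoas vs EDL was the lowest of the 3 comparisons in each alternative except those with a batch or sex covariate. With read trimming as a covariate, it was the highest (605, against 371 for soleus vs EDL and 566 for soleus vs psoas). The same held with the run proxy as a covariate (levels: trimmed, untrimmed from mice of 44 days, other untrimmed) (757, against 251 and 475). It also held for DESeq2 with read trimming (1294, against 826 and 1163) or with the run proxy (1325, against 680 and 1038). In the run proxy, the level of other untrimmed libraries holds only soleus 1 and soleus 3. That of 44 days holds all libraries labeled female. With this covariate, the comparisons with soleus thus rest on soleus 2 and soleus 4, and their lower numbers can reflect this loss. With sex as a covariate, leaving out soleus 3, whose sex is not given, psoas vs EDL (865 genes) lay between soleus vs EDL (786) and soleus vs psoas (958). Without soleus 3 and with no covariate, psoas vs EDL had 455 genes, so a part of that rise comes with the library left out. By the rule for naming genes, Sim2 rose most in soleus over EDL together with A730036I17Rik and the antisense gene Gm29015, which lies within Myh7 and is uncertain for that reason. Sim2 was at least 30.7-fold higher. Epyc, Fam19a4, and Col9a1 fell most, by at least 22.3-fold, 4.50-fold, and 15.3-fold. Against psoas, Gm29015, Tecrl (at least 37.3-fold), and Myh7 rose most in soleus, and Mybph fell by 6.56 on the log2 scale (SE 0.86, adjusted p = 0.00062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; between 1.6e-11 and 0.0034 over 15 alternatives), with Rxfp2 and the antisense gene Gm12199. With the run proxy, A730036I17Rik and Fam19a4 (against EDL) and Tecrl and Rxfp2 (against psoas) no longer passed.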

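Principal component analysis was carried out on the 16112 genes after DESeq2's variance stabilizing transformation, without a correction for sequencing batch. PC1 held 38.7% of the variance (jackknife SE 6.38, n = 10 libraries). With each library left out in turn, this share ranged from 36.7% without soleus 4 to 43.3% without psoas 3. It moved most, to 53.0%, when only the 500 genes with the highest variance were used.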

The first principal component (PC1) accounted for 46% percent of the transcriptomic variability among the genes. We observed two major clusters along PC1 separating soleus from EDL and psoas. 

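The scores of the 4 soleus libraries on PC1 ranged from 29.7 to 51.9, and those of the other libraries from −51.6 in EDL 1 to −0.519 in psoas 3. The soleus libraries lay apart from the EDL and psoas libraries on PC1 in each alternative except 2, the removal of a batch effect for read trimming or for the run proxy by limma's removeBatchEffect with no muscle term in its design. In these 2, the components partly traded places. By loading, Myl2 ranked 1 on PC1, Col11a1, Tnmd, Cilp2, and Kera ranked 2, 3, 4, and 5 on it, and Myh7 ranked 1 on PC2. On PC1, Myh7 still ranked 6 for read trimming and 12 for the run proxy. On PC2, soleus still overlapped with psoas in both settings. Since no soleus library was trimmed, a correction with no muscle term can also remove a part of the difference between soleus and the fast muscles.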

The second principal component (PC2) accounts for 27% of the expression variability among the genes. 

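PC2 held 22.4% of the variance (jackknife SE 6.52, n = 10 libraries), between 18.9% without EDL 1 and 25.9% without soleus 3. After removeBatchEffect with no muscle term, PC2 held 26.7% for read trimming and 22.6% for the run proxy. With the muscles in the design of removeBatchEffect, a setting chosen after seeing the data, PC1 and PC2 held 40.2% and 26.2% for read trimming and 45.4% and 26.4% for the run proxy. This setting estimates the batch effect from differences within muscles, so that its removal lowers the spread within muscles and favors their separation.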

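On PC2, scores lay between 10.8 and 45.9 in EDL, between −43.4 and −37.9 in psoas, and between −0.663 and 16.4 in soleus. The lowest EDL score was that of EDL 3. The ranges of soleus and EDL on PC2 thus overlapped, and those of soleus and psoas did not. Without EDL 1, soleus overlapped with psoas and not with EDL, and without EDL 2, EDL 3, or psoas 3 with neither. With the 500 genes of highest variance, it overlapped with both, and after removeBatchEffect with no muscle term with psoas alone. The ranges of EDL and psoas overlapped on PC1, except without EDL 3 or after removeBatchEffect. They were apart on PC2, except with the 500 genes of highest variance or after removeBatchEffect with no muscle term.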

Although EDL and psoas occupy similar coordinates along PC1, they showed clear separation along PC2, where soleus clusters between EDL and psoas. 

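The shares of variance from PC3 to PC9 were 14.0% (jackknife SE 4.87, n = 10 libraries), 7.54% (1.94), 4.95% (0.631), 4.48% (1.42), 3.29% (1.04), 2.56% (0.595), and 2.20%. The mitochondrial leucyl-tRNA synthetase gene Lars2 and the Y-linked gene Ddx3y had the largest loadings on PC3.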

The remaining principal components carried minor contributions to the observed variance among the samples (PC3 = 8.47%, PC4 = 6.59%, PC5 = 5.17%, PC6 = 4.44%, PC7 = 2.90%, PC8 = 2.84, PC9 = 1.01%).

To investigate the genes with the highest correlation to PC1 and PC2, the genes were ranked on their respective loading value, and the top 10 genes from each data set were selected (Table 1). The Pearson correlation coefficients calculated for the FPKM values of the selected genes and the respective principal components are shown in Table 1. The selected genes with the highest correlation to PC1 were related to genes in striated muscles that exhibit fiber type-specific characteristics, leading to the prominent separation of EDL and psoas from soleus along PC1. Likewise, the selected genes with the highest correlation to PC2 were associated with extracellular matrix and signaling (Table 1), and these genes do not have a direct association with a particular fiber type. 

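The 10 genes with the largest loadings on PC1 were the 10 genes that Table 1 lists for it. Myh7 (chromosome 14) had 51.5 ± 57.8 normalized CPM (SD, n = 3) in EDL, 6.13 ± 3.47 (n = 3) in psoas, and 9824 ± 2970 (n = 4) in soleus. Its log2 fold change was 7.58 over EDL (SE 0.98, adjusted p = 0.00058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 10.66 over psoas (SE 1.11, adjusted p = 0.00017). Myh6, which lies next to Myh7 (54941921 to 54966927) and is its paralog, so that reads of Myh7 counted at Myh6 cannot be excluded, had log2 fold changes of 6.72 (SE 0.61, adjusted p = 8.8e-05) and 8.69 (SE 0.67, adjusted p = 5.3e-05). Those of Atp2a2 (chromosome 5, 122453513 to 122502225) were 7.07 (SE 0.66, adjusted p = 0.00010) and 7.42 (SE 0.68, adjusted p = 9.1e-05). Strit1 had 45.6 ± 24.5 normalized CPM in soleus, a log2 fold change of 7.70 over EDL (SE 0.74, adjusted p = 0.00011), and was at least 215-fold higher than in psoas, where it is at the limit that a count of 0 allows. These 4 genes passed the thresholds against both muscles in each of 15 alternatives.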

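On PC2, Col11a1, Tnmd, Cilp2, Kera, Wif1, and Tnc ranked 1, 2, 3, 5, 6, and 8 by loading, Ecrg4, Col11a2, and Col1a1 ranked 11, 12, and 17, and Lars2 ranked 59. With removeBatchEffect for read trimming and the muscles in its design, chosen after seeing the data, the ranks of these 10 genes ran from 1 to 10, with Lars2 at 5, Ecrg4 at 8, Col1a1 at 9, and Col11a2 at 10. With the same correction for the run proxy, Tnc ranked 13, Col11a2 14, and Lars2 37. Without correction, some genes that Table 1 lists for PC1 also ranked high on PC2, such as Myl2 at 4 and Myh7 at 18. Others ranked lower, such as Atp2a2 at 993. Tnmd (chromosome X, 133850980 to 133865577) had 120 ± 21.8 normalized CPM (SD, n = 3) in EDL, 3.85 ± 2.28 (n = 3) in psoas, and 46.5 ± 30.5 (n = 4) in soleus. Its log2 fold change in psoas vs EDL was −5.00 (SE 0.71, adjusted p = 0.0030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.4e-09 to 0.0140 over 15 alternatives). The log2 fold changes of Col11a1, Kera, Wif1, Cilp2, Tnc, and Col11a2 lay between −6.19 (Wif1) and −4.79 (Kera), with adjusted p between 0.0029 and 0.0064. Each of these 7 genes failed the threshold without psoas 1, psoas 2, or psoas 3 (adjusted p up to 0.0275), and each except Cilp2 without EDL 1. Among other alternatives, Col11a1, Kera, Wif1, Tnc, and Col11a2 failed without EDL 2, and without soleus 4 Col11a1, Kera, and Col11a2 did, and without soleus 1 Kera and Col11a2. Ecrg4 fell by 5.68 on the log2 scale (SE 0.62, adjusted p = 0.0010) and passed in each of the 15 alternatives. Col1a1 (log2 fold change −3.96, SE 0.85, adjusted p = 0.0162) did not pass, except with DESeq2 (adjusted p = 0.00027), the run proxy (0.0054), or without soleus 3 (0.0019), and its adjusted p reached 0.0568 without psoas 2. Lars2 (chromosome 9, 123366927 to 123462666) did not differ between psoas and EDL (log2 fold change 1.62, SE 2.65, adjusted p = 0.736, between 0.286 and 0.884 over 15 alternatives). Its CPM differed between libraries of the same muscle: 92516, 760, and 116 in EDL 1, 2, and 3, 93077, 123868, and 103 in psoas, and 72540, 50.6, 640, and 279 in soleus. The 4 high libraries are those in which, by Table S1, under 90% of the reads were mapped. With low read mapping as a covariate, chosen after seeing the data, the log2 fold change of Lars2 in psoas vs EDL was −0.30 (SE 1.11, adjusted p = 0.881).

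**Figure D1:**
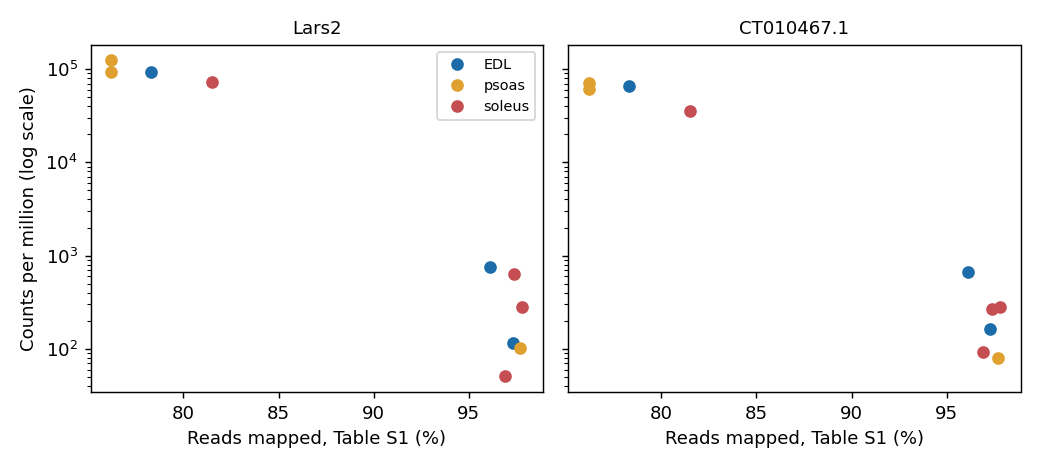
CPM of Lars2 and of CT010467.1, a gene annotated as ribosomal RNA and chosen after its values were seen (y axis, logarithmic), in the 10 libraries against the percent of reads mapped that Table S1 gives (x axis). In the 4 libraries under 90%, Lars2 lies between 72540 and 123868 CPM, and in the other 6 between 50.6 and 760.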

The expression variability of these genes gave rise to the separate clustering of the EDL, psoas, and soleus along PC2.

**Table 1:** Genes with the highest correlation to principal components 1 and 2. The top 10 genes with the highest loading to PC1 and PC2 are shown. The Pearson correlation coefficients of FPKM values of selected genes to principal components are denoted by R^2^

Principal component	Gene symbol	Gene name	R^**2**^
PC1	Myh7	Myosin, heavy polypeptide 7, cardiac muscle, beta	0.92
	Myl2	Myosin, light polypeptide 2, regulatory, cardiac, slow	0.91
	Tnni1	Troponin I, skeletal, slow 1	0.91
	Tnnt1	Troponin T1, skeletal, slow	0.97
	Tpm3	Tropomyosin 3, gamma	0.96
	Myh6	Myosin, heavy polypeptide 6, cardiac muscle, alpha	0.89
	Atp2a2	Atpase, Ca++ transporting, cardiac muscle, slow twitch 2	0.97
	Myl3	Myosin, light polypeptide 3	0.96
	Tnnc1	Troponin C, cardiac/slow skeletal	0.94
	Strit1	Small transmembrane regulator of ion transport 1	0.87
PC2	Col11a1	Collagen, type XI, alpha 1	0.89
	Kera	Keratocan	0.92
	Wif1	Wnt inhibitory factor 1	0.91
	Tnmd	Tenomodulin	0.95
	Cilp2	Cartilage intermediate layer protein 2	0.86
	Tnc	Tenascin C	0.92
	Ecrg4	ECRG4 augurin precursor	0.87
	Lars2	Leucyl-trna synthetase, mitochondrial	−0.49
	Col1a1	Collagen, type I, alpha 1	0.80
	Col11a2	Collagen, type XI, alpha 2	0.81

Up- or down-regulated genes identified in each pairwise differential expression analysis were compared in an UpSet plot to investigate the number of unique and overlapping genes (Fig. 1d). The two largest gene subsets were associated with the psoas vs EDL pairwise comparison, showing that the expression differences observed between two fast muscles are unique to that specific pair. This is likely a characteristic of muscle specialization [3]. 

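Among the genes called with edgeR, the largest subset (301 genes) was higher in soleus vs EDL alone, followed by 273 genes lower in soleus vs psoas alone and 233 genes higher in soleus in both of its comparisons. Genes called only in psoas vs EDL numbered 117 (lower in psoas) and 27 (higher in psoas). With DESeq2 and read trimming as a covariate, genes called only in psoas vs EDL formed the 2 largest subsets, with 495 lower and 262 higher in psoas. Subsets of this kind count thresholds passed, and whether a change differs between comparisons was not tested. From the sizes of the psoas vs EDL subsets in Fig. 1d, the paper concludes that the expression differences between the 2 fast muscles are unique to that pair, and it proposes muscle specialization as their origin.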

Even though EDL and psoas are fast muscles, the two muscles are located in different parts of the body and the functional loads imposed on them are different [20, 30]. Molecular adaptations in response to the difference in function are likely reflected by the observed gene expression differences between EDL and psoas.

### Differential expression patterns vary between muscle types based on function

Recognizing that there were clear differences in gene expression among the three muscles, we were interested in clustering differentially expressed genes by functional characteristics. Spangenburg and Booth [6] demonstrated that studying functional gene clusters that depend on common regulatory factors provides valuable insights into muscle phenotype. Using this approach, we employed k-means clustering [31–34] on the differentially expressed genes exhibiting more than a two-fold expression difference in at least one pairwise muscle comparison (Fig. 2). Based on the similarity in phenotype and myosin isoform expression patterns between psoas and EDL, we predicted that these two muscles would exhibit similar expression signatures compared to the soleus, and this pattern was discernable in the clustering analysis.

**Fig. 2:**
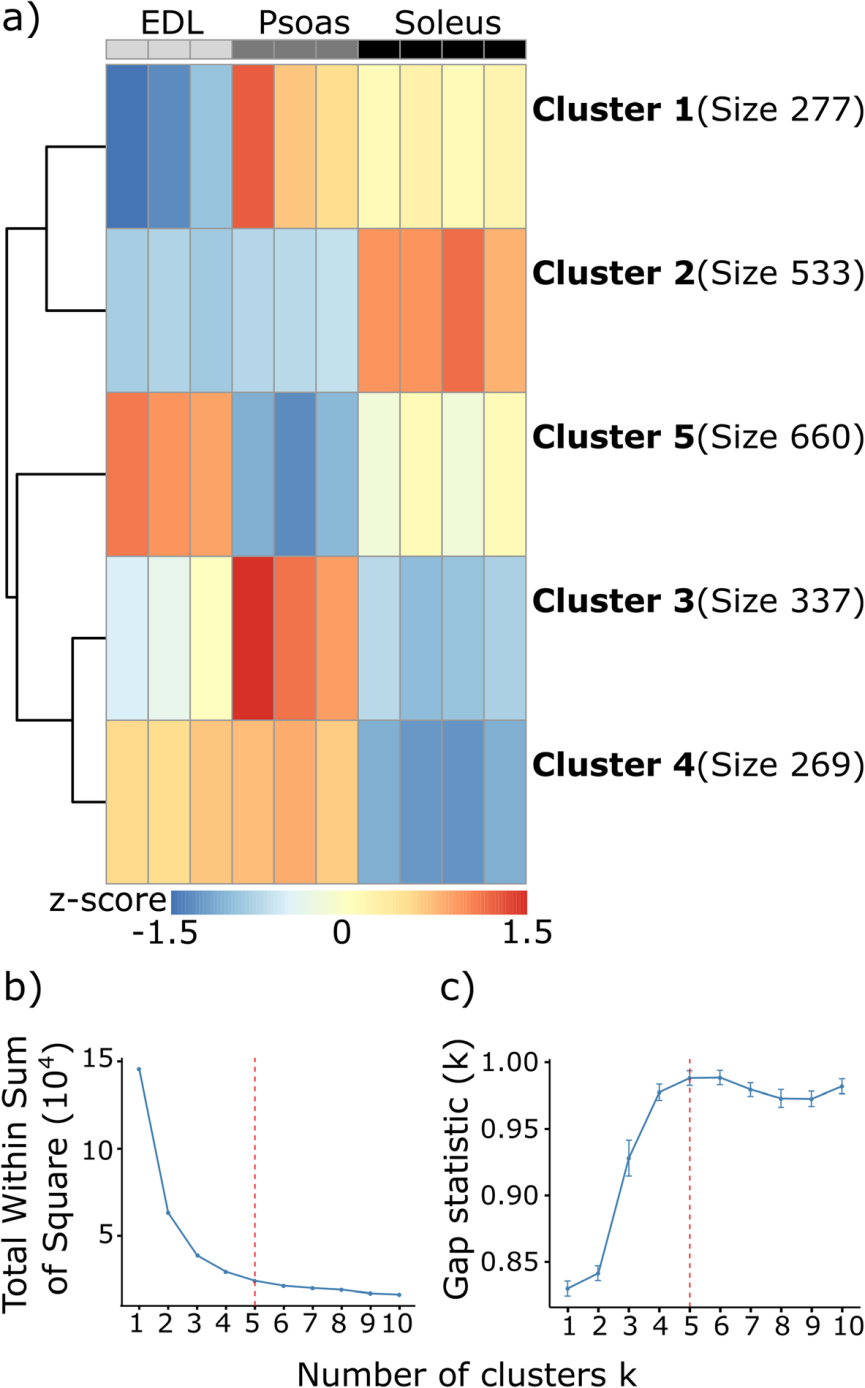
Differentially expressed genes show five distinct clusters among EDL, psoas, and soleus. **a** Z-score based hierarchal clustering of the gene subsets identified by k-means clustering of the differentially expressed genes (padj< 0.01 and fold change > 2). The optimal number of k-means clusters was determined using (**b**) elbow, and (**c**) gap statistic methods. The color intensities correspond to the average gene expression standard deviation from the mean (cluster centers). Red represents upregulation, and blue represents downregulation

K-means clustering resulted in five gene clusters, which were plotted in a heatmap of corresponding expression differences (Fig. 2). 

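k-means clustering with k = 5 of the 1595 genes called here in any comparison, on z-scores of the variance stabilized values without batch correction, gave clusters of 411, 381, 340, 261, and 202 genes. Over the 1210 genes that the paper also clustered, the adjusted Rand index with the paper's clusters was 0.578 (jackknife SE 0.0683, n = 10 libraries), where 1 is an identical grouping. It ranged from 0.528 to 0.620 with each library left out in turn and was 0.651 on the genes that the paper itself clustered, the alternative that moved it most. Of the 381 genes in the cluster with the highest z-scores in soleus, 283 are in the paper's Cluster 2. Of the 261 genes in the cluster that is highest in EDL and lowest in psoas, 242 are in its Cluster 5. The largest cluster, of 411 genes high in psoas, joined 181 genes of Cluster 3 with 138 of Cluster 4. On 1000 simulated genes, the clustering gave an adjusted Rand index of 0.988 with the patterns from which they were drawn.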

Two primary gene expression patterns can be identified in the resulting heatmap. One is associated with the fiber type classification (Clusters 2 and 4), and the other, more specific to individual muscle characteristics (Clusters 1, 3, and 5). 

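The genes of the paper's clusters were looked up in the edgeR fit without batch term. For Cluster 2, the median log2 fold change was 1.64 in soleus vs EDL (interquartile range 1.05 to 2.40) and 1.46 in soleus vs psoas. Of its 533 genes, 517 were higher than in EDL and 526 higher than in psoas, and 350 and 299 passed the thresholds. For Cluster 4, the medians were −1.33 (−2.18 to −0.89) and −1.47. Of its 269 genes, 267 were lower than in EDL and 266 lower than in psoas, and 149 and 165 passed. Because the paper formed the clusters from these libraries, the directions are no independent test of them.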

Among the identified gene clusters, Cluster 2 contains 533 genes that exhibit elevated expression levels in soleus relative to EDL and psoas, and Cluster 4 contained 269 genes exhibiting the opposite pattern, with soleus genes downregulated relative to EDL and psoas. The ten most significant gene ontology terms enriched from these two gene sets were associated with sarcomere structure, function, and energy metabolism (Fig. 3). 

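The genes that the paper lists for the top ontology terms of each cluster were pooled. For Cluster 2, 119 of 121 genes moved in the same direction in soleus vs EDL and soleus vs psoas, and 58 of them passed the thresholds in both. For Cluster 4, all 63 genes with counts moved in the same direction, and 36 passed in both. The soleus libraries enter both comparisons, so part of this concordance arises from shared libraries. Over all 16112 genes, the directions were the same in 66.4% of genes, against 63.9% to 65.2% (median 64.6%) in 10 simulated sets without any difference between muscles. For psoas vs EDL and soleus vs EDL, which share the EDL libraries, these values were 70.8% observed and 66.7% to 67.5% (median 67.2%) simulated.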

The majority of the genes associated with selected gene ontology terms show concurrent up or down-regulation in soleus vs EDL, and soleus vs psoas comparisons. This was expected because both EDL and psoas are fast fiber-rich muscles [8, 29]. However, there was a smaller subset of genes associated with the selected GO terms, which showed significant expression changes in the psoas vs EDL comparison (Fig. 3, and Fig. S4 and Fig. S6 in SI).

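In psoas vs EDL, 2 of the 121 genes listed for Cluster 2 and 0 of the 63 for Cluster 4 passed the thresholds. Over whole clusters, 11 genes of Cluster 2 were higher and 11 lower in psoas, and 1 gene of Cluster 4 was lower. The bars of Fig. 3 count genes by an absolute log fold change over 2. They take the genes of all similar terms that each chosen term represents, so the numbers here are not directly comparable with them.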

**Fig. 3:**
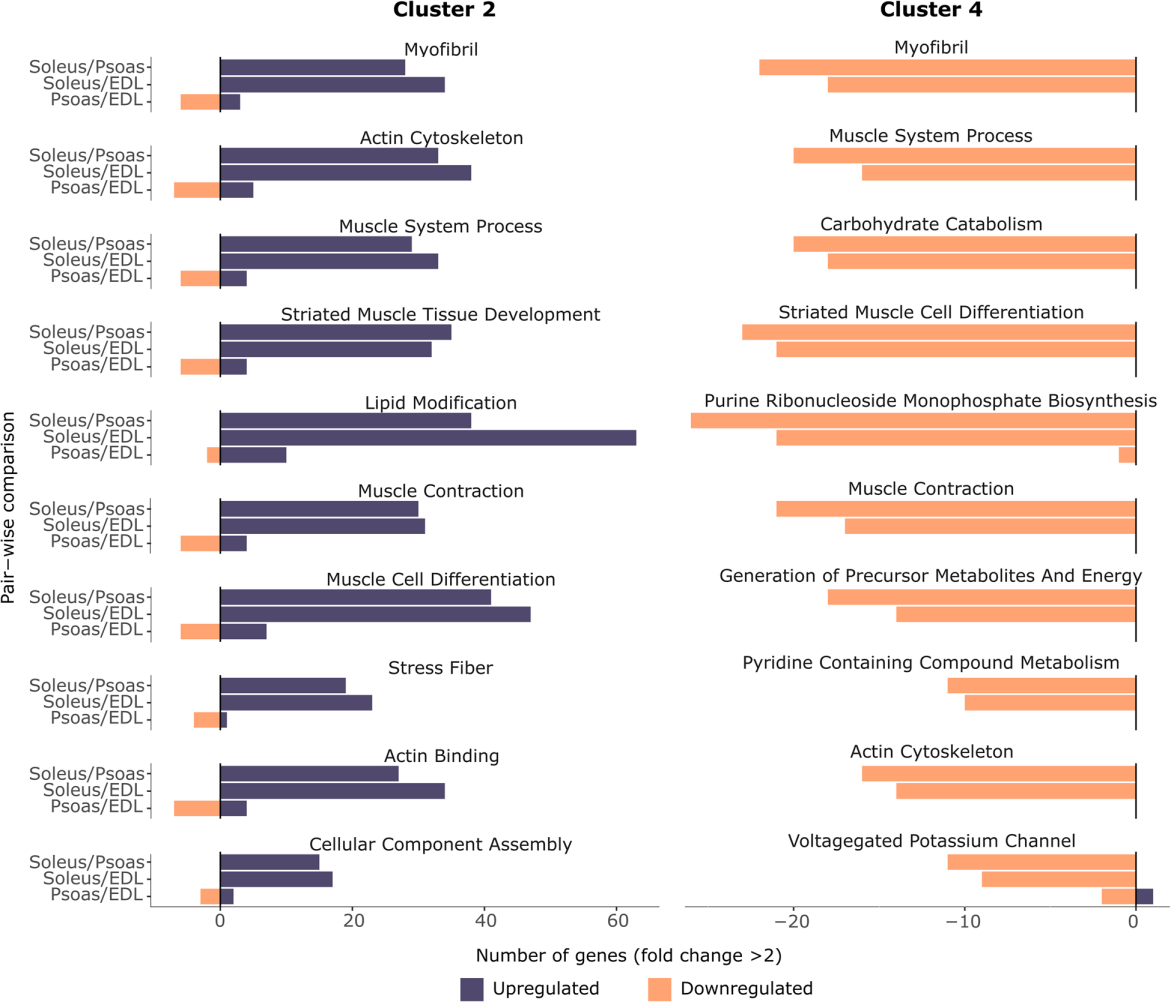
Gene clusters 2 and 4 associate with muscle structure, function, and energy metabolism and highlight the cellular processes differentiating fast and slow fiber-rich muscles. Gene ontology terms identified for gene cluster 2 and cluster 4 were summarized using REViGO online tool and the number of up and down-regulated genes (absolute log fold change > 2) associated with the top ten gene ontology terms (based on the *p*-value) were visualized in bar charts. Gene expression heatmaps associated with the bar charts for cluster 2 and cluster 4 are shown in Fig. S4 and Fig. S6 in SI

The remaining gene clusters showed muscle-specific expression signatures, that did not adhere to a broader fiber-type based classification of muscles. Gene clusters 1, 3, and 5 contained 277, 337, and 660 genes, respectively. The number of up or downregulated genes associated with the top 10 gene ontology terms enriched from Clusters 1, 3, and 5 are shown in Fig. 4. Even though EDL and psoas are fast fiber-rich muscles [8, 29], up or downregulated gene signatures in soleus vs EDL, and soleus vs psoas comparisons are distinctly different from one another. Furthermore, a higher number of differentially expressed genes was observed in the comparison between two fast muscles (psoas vs EDL) in association with the selected gene ontology terms for Clusters 1 and 5 (Fig. 4, and Fig. S3 and S7 in SI). 

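In Cluster 1, the median log2 fold change was 1.24 in psoas vs EDL, 1.09 in soleus vs EDL, and −0.19 in soleus vs psoas, and 52, 95, and 5 of its genes passed the thresholds. In Cluster 3, the medians were 1.05, −0.36, and −1.32, with 24, 9, and 176 genes past the thresholds. In Cluster 5, they were −1.79, −0.91, and 0.86, with 235, 74, and 103 genes. Every gene of Clusters 1 and 3 was higher and every gene of Cluster 5 lower in psoas than in EDL, and the same libraries served to form the clusters.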

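Among the 91 genes listed for the top ontology terms of Cluster 1, 17 passed the thresholds in psoas vs EDL, 32 in soleus vs EDL, and 3 in soleus vs psoas. Among the 139 genes read for Cluster 5, 66 passed in psoas vs EDL, 19 in soleus vs EDL, and 30 in soleus vs psoas. The term extracellular matrix was left out, since 68 of its 99 genes could be read from the supplement. For the 53 genes listed for Cluster 3, the numbers were 4, 0, and 29. The bars of Fig. 4 use the threshold and the sets of genes of Fig. 3, so these numbers are not directly comparable with them.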

The gene expression variability captured by Clusters 1, 3, and 5 emphasizes the differences between two fast muscles (EDL and psoas). They also highlight particular cases in which the expression patterns of EDL or psoas align with the slow soleus muscle. Genes in clusters 1 and 3 were associated with a wider array of ontology categories, but cluster 5 showed association with extracellular matrix components (Fig. 4, Additional files 2, 4, and 6).

**Fig. 4:**
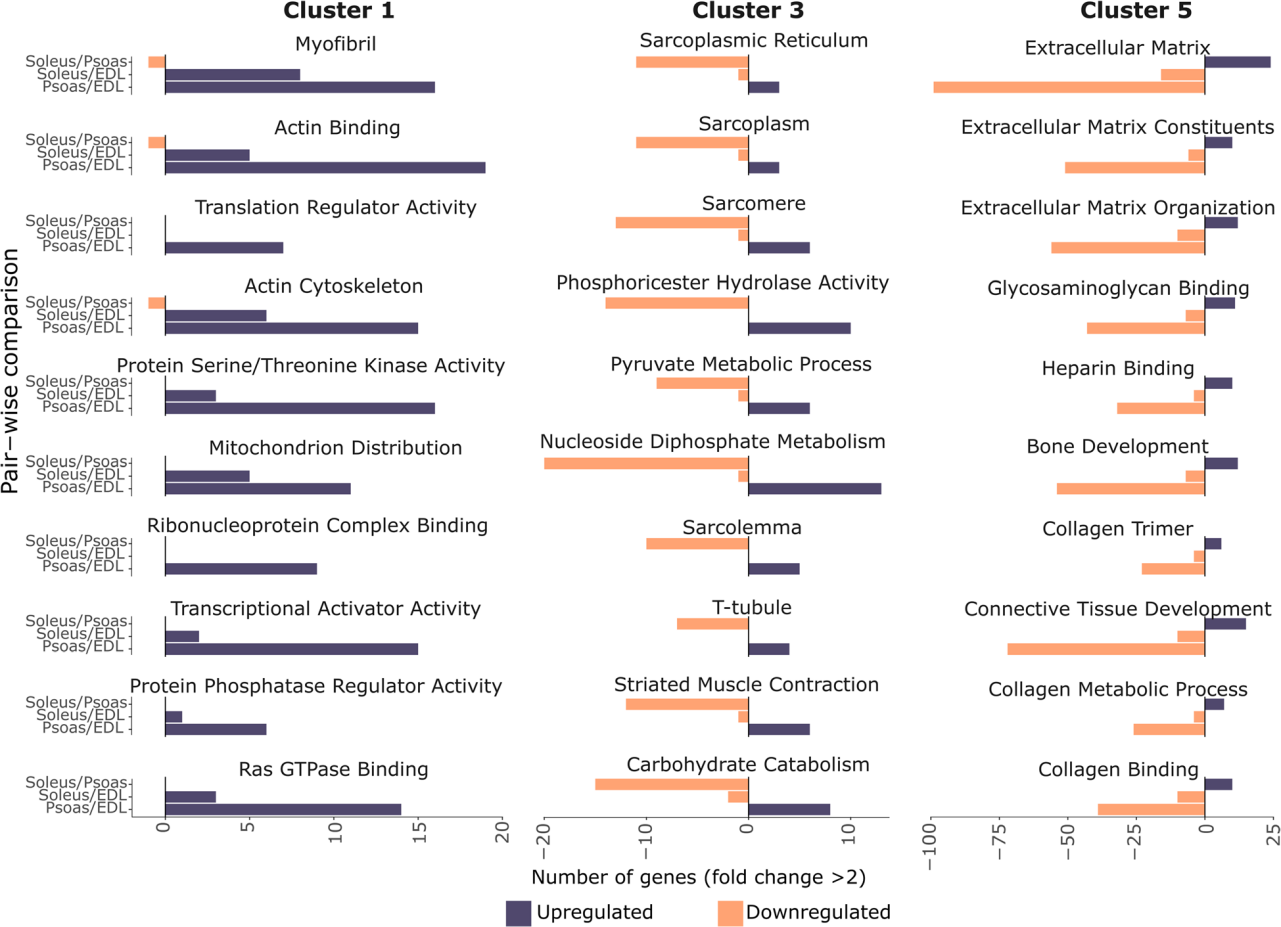
Gene clusters 1, 3, and 5 show muscle-specific characteristics of gene expression. Gene ontology terms identified for gene Clusters 1, 3, and 5 were summarized using REVIGO online tool and the number of up and down-regulated genes (absolute log fold change > 2) associated with the top ten gene ontology terms were visualized in bar charts. Gene expression heatmaps associated with the bar charts for cluster 1, cluster 3, and cluster 5 are shown in Fig. S3, Fig. S5, and Fig. S7 in SI

The observations gathered from the gene ontology analysis can be linked back to the genes correlated with PC1 and PC2 as shown in Table 1. Clusters 2 and 4 contain genes associated with structural and functional components of muscles, that followed an expression pattern concordant with the fiber type and comparable with PC1. Clusters 1, 3, and 5 are associated with the second layer of variation among the skeletal muscles, which was also observed in the genes correlating to PC2 (Table 1). Clusters 1 and 3 highlight variations in EDL and psoas muscles associated with a multitude of structural and functional characteristics including myofibrils, mitochondrion distribution, sarcoplasm, muscle contraction, transcription, translation, and carbohydrate catabolism (Fig. 4) that are not apparent in physiological studies. Similarly, cluster 5 exhibited muscle-specific characteristics associated with the extracellular matrix (ECM) components that did not directly follow fiber-type (Fig. 4 and Fig. S5). These observations agree with the findings reported by Prado et al. [35], who observed a higher contribution of ECM to passive stiffness in both soleus and EDL relative to the psoas. 

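The lists of marker genes were tested with limma's camera set test, with Benjamini-Hochberg adjustment over 21 tests (7 lists in 3 comparisons). The median log2 fold change of 15 tendon genes in psoas vs EDL was −4.72 (adjusted p = 6.2e-31). All 15 were lower in psoas, and 14 passed the thresholds over all genes and 14 when adjusted over the list alone. The 15 genes are all in the paper's clusters, 5 are in Table 1, 0 are in another list, and 11 had at least 1 CPM in psoas. The tendon list was lower in soleus than in EDL (−1.30, adjusted p = 6.6e-05) and higher than in psoas (2.80, adjusted p = 9.1e-14). The 10 fibroblast genes, which all had at least 1 CPM in psoas and of which 5 are in the paper's clusters, had medians of −1.09 in psoas vs EDL (adjusted p = 2.2e-05; 2 genes past the thresholds, 5 when adjusted over the list alone), −0.96 in soleus vs EDL (6.6e-05), and 0.15 in soleus vs psoas (0.975). Macrophage genes had medians of −1.34 (adjusted p = 0.00033), −0.86 (0.0312), and 0.45 (0.249), and endothelial genes of −0.67 (0.0118), −0.19 (0.363), and 0.38 (0.150). Adipocyte genes had medians of 0.32 (0.249), 2.04 (0.00033), and 1.69 (0.0092), erythroid genes of 0.78 (0.363), −1.55 (0.107), and −2.40 (0.0092), and nerve genes of 0.33 (0.619), −0.48 (0.249), and −0.90 (0.107). At least 1 CPM in psoas was found for 7 of 8 macrophage, 8 of 8 endothelial, 6 of 8 adipocyte, 6 of 6 erythroid, and 6 of 7 nerve genes, of which 5, 1, 2, 0, and 0 are in the paper's clusters. With fry in place of camera, the calls at an adjusted p of 0.05 that held were those of the tendon list in all 3 comparisons (0.0010, 0.0261, and 0.0090), of the fibroblast list in psoas vs EDL (0.0212) and soleus vs EDL (0.0188), and of the adipocyte list in soleus vs EDL (0.0437). With the correlation between genes estimated, the unadjusted p was 0.0014 for the tendon list in psoas vs EDL, 0.0132 for it in soleus vs psoas, and over 0.05 in the remaining tests. A list of cartilage and bone genes was not tested, since only 2 of its 8 genes are in the files. The 36 collagen genes outside these lists had a median log2 fold change of −1.01 in psoas vs EDL, where 33 were lower and 4 passed the thresholds.

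**Figure D2:**
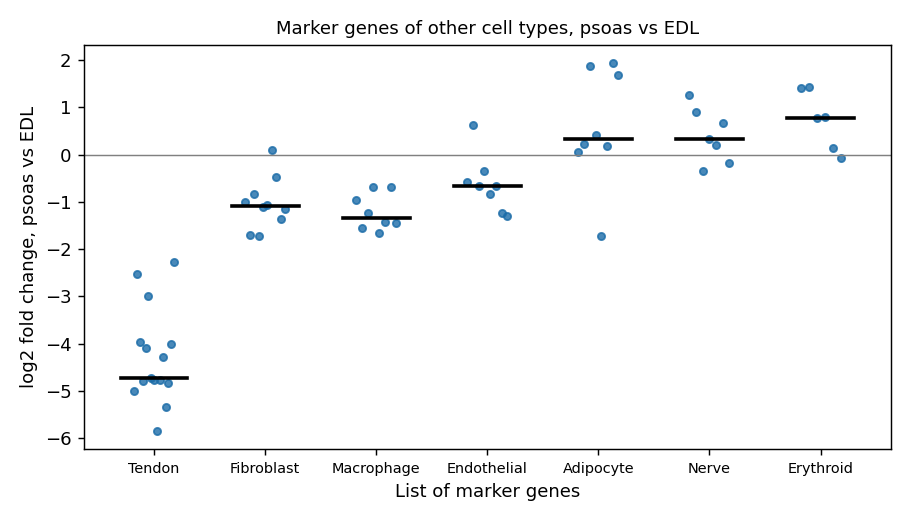
Log2 fold changes in psoas vs EDL of each gene of the 7 lists of marker genes that were tested (y axis). Each point is a gene and each black bar a median, which is −4.72 for tendon, −1.09 for fibroblast, −1.34 for macrophage, −0.67 for endothelial, 0.32 for adipocyte, 0.33 for nerve, and 0.78 for erythroid genes.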

Generally, slow oxidative muscles like soleus contain a more extensive collagen fiber network than fast muscles [35]. However, this is not universally the case as EDL has more collagen than psoas [35, 36]. Taken together, it is hard to establish a correlation between fiber type and ECM thickness among EDL, psoas, and soleus, which is reflected in our transcriptomic data.

### Slow fiber specific isoforms play a central role in developing slow muscle characteristics

In addition to the global gene expression differences observed in the study, specific sets of genes, such as the myosins, troponins, and tropomyosins are of particular interest as these contain sets of slow and fast-fiber specific isoforms that are coded by different genes. Therefore, we looked at the gene expression levels related to these thin and thick filament proteins in more detail. As shown earlier, EDL and psoas predominantly express a fast-twitch isoform of the myosin heavy chain, while soleus expresses a mixture of the four main myosin heavy chain isoforms (Fig. 1a). Interestingly, when we compared the gene expression levels of the myosin light chains (Myl) (Fig. 5a), troponins (Fig. 5b), and tropomyosins (Fig. 5c), we observed a unique set of features. The slow-fiber related isoforms are expressed only in soleus, while the fast isoforms are expressed in all three muscles. 

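Myl2 (chromosome 5, 122100951 to 122113472) had an FPKM between 12.0 and 30.7 in EDL, between 0.0958 and 5.73 in psoas, and of 1955 ± 590 (SD, n = 4) in soleus. Myl3 (chromosome 9, 110741861 to 110769798) had an FPKM between 1.35 and 10.0 in EDL, between 0.104 and 20.2 in psoas, and of 1260 ± 214 in soleus. The log2 fold change of Myl2 was 6.70 over EDL (SE 1.05, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9.66 over psoas (SE 1.21, adjusted p = 0.00048). That of Myl3 was 8.20 over EDL (SE 1.49, adjusted p = 0.0041) and 7.29 over psoas (SE 1.43, adjusted p = 0.0061). Over EDL, both genes failed the threshold without EDL 1 (adjusted p = 0.0141 for Myl2 and 0.0240 for Myl3) and without EDL 2 (0.0144 and 0.0258), and Myl2 with the run proxy (0.0120). Over psoas, Myl3 failed without psoas 2 (0.0353) and without soleus 1, 2, 3, or 4 (0.0101 to 0.0139). Across 15 alternatives, the adjusted p of Myl2 reached down to 2.4e-10 over EDL and 7.6e-21 over psoas, and that of Myl3 to 1.1e-09 and 8.7e-08.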

Slow fiber associated Myl2 and Myl3 showed high expression levels in soleus, but extremely low levels in EDL and psoas. In contrast, fast-fiber related Myl1, Mylpf, and Mylk2 exhibit comparatively high expression levels in all three muscles, though EDL and psoas had higher levels than the soleus. 

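Myl1 had an FPKM of 2717 ± 212 (SD, n = 3) in EDL, 3701 ± 860.3 (n = 3) in psoas, and 1009 ± 324 (n = 4) in soleus. For Mylpf these values were 6624 ± 1481, 7610 ± 601, and 2023 ± 350.1, and for Mylk2 107 ± 46.1, 169.7 ± 30.5, and 34.1 ± 2.07. In soleus vs EDL, the log2 fold changes were −1.42 for Myl1 (SE 0.29, adjusted p = 0.0076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −1.70 for Mylpf (SE 0.26, adjusted p = 0.0015), and −1.64 for Mylk2 (SE 0.25, adjusted p = 0.0017). In soleus vs psoas, they were −1.85 (SE 0.29, adjusted p = 0.0019), −1.89 (SE 0.26, adjusted p = 0.00084), and −2.29 (SE 0.26, adjusted p = 0.00026). The adjusted p of Myl1 in soleus vs EDL ranged from 2.3e-06 to 0.0318 over 15 alternatives. Among other alternatives, it no longer passed with the run proxy (0.0161), or without EDL 1 (0.0205), EDL 2 (0.0318), EDL 3 (0.0106), psoas 2 (0.0131), soleus 2 (0.0184), soleus 3 (0.0166), or soleus 4 (0.0293). Mylpf in soleus vs EDL no longer passed with the run proxy (0.0127).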

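The slow troponin genes Tnnc1, Tnni1, and Tnnt1 had 224 ± 48.3, 1128 ± 361, and 2401 ± 305 normalized CPM (SD, n = 4) in soleus. Their log2 fold changes over EDL were 7.23 (SE 0.72, adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 7.22 (SE 0.83, adjusted p = 0.00031), and 7.12 (SE 0.74, adjusted p = 0.00016). Over psoas they were 9.27 (SE 0.83, adjusted p = 8.4e-05), 9.80 (SE 0.95, adjusted p = 0.00014), and 9.57 (SE 0.83, adjusted p = 7.3e-05). All 3 genes passed in each of 15 alternatives. Of the fast isoforms, Tnnt3 had 10114 ± 2066 normalized CPM in EDL (n = 3), 13161 ± 1366 in psoas (n = 3), and 6094 ± 1083 in soleus. Tnni2 had 4860 ± 899, 6879 ± 231, and 3083 ± 589.9, and Tnnc2 38.6 ± 7.45, 64.3 ± 9.18, and 33.8 ± 14.4. Tnnc2, Tnni2, and Tnnt3 did not pass in soleus vs EDL (adjusted p = 0.680, 0.0843, and 0.0777). In soleus vs psoas, Tnni2 passed (log2 fold change −1.16, SE 0.25, adjusted p = 0.0095), but in only 3 of 15 alternatives, between 2.8e-07 and 0.0408, and not without any of the 10 libraries except EDL 3. Tnnt3 (−1.11, SE 0.27, adjusted p = 0.0177) and Tnnc2 (−0.92, SE 0.29, adjusted p = 0.0572) did not pass.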

Similar gene expression trends were observed in troponin transcripts, where slow isoforms - Tnnc1, Tnni1, and Tnnt1 were markedly high in soleus, while fast isoforms - Tnnc2, Tnni2, and Tnnt3 were found in all three muscles. In tropomyosin, Tpm1 (prominent in fast muscles [37]) is expressed in all three muscles, though higher expression levels were observed in EDL and psoas. 

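Tpm1 (chromosome 9, 67022590 to 67049406) had an FPKM of 1463 ± 225 (SD, n = 3) in EDL, 2285 ± 259.7 (n = 3) in psoas, and 814 ± 132 (n = 4) in soleus. Its log2 fold change was −1.46 in soleus vs psoas (SE 0.26, adjusted p = 0.0032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.4e-13 to 0.0230 over 15 alternatives) and −0.84 in soleus vs EDL (SE 0.26, adjusted p = 0.0412), which did not pass. Against psoas, it passed in 9 of the 15 alternatives. Those in which it failed include the run proxy (adjusted p = 0.0160) and the fits without psoas 1 (adjusted p = 0.0125), psoas 2 (0.0150), soleus 2 (0.0104), and soleus 4 (0.0145).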

Tpm2 (prominent in slow muscles [37]) showed elevated levels in the psoas compared to EDL (psoas vs EDL *p-adj = 6.37e-10*). Furthermore, Tpm3 transcript levels were markedly high in soleus compared to EDL or psoas (soleus vs EDL *p-adj* = 8.23e-75, soleus vs psoas *p-adj* = 4.56e-112). This unique pattern of slow isoform expression among different muscles suggests a significant role played by the expression ratio of fast and slow isoforms in tuning the phenotype of different skeletal muscles.

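Tpm2 (chromosome 4, 43514711 to 43523765) had an FPKM of 132 ± 20.6 (SD, n = 3) in EDL, 344 ± 58.0 (n = 3) in psoas, and 252 ± 13.3 (n = 4) in soleus. Its log2 fold change in psoas vs EDL was 1.36 (SE 0.20, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every psoas library exceeded every EDL library. The adjusted p ranged from 7.6e-12 to 0.0216 over 15 alternatives. Among other alternatives, Tpm2 no longer passed without EDL 1 (0.0216), EDL 2 (0.0153), psoas 1 (0.0137), psoas 2 (0.0102), or psoas 3 (0.0131). In soleus vs EDL, its log2 fold change was 0.94 (SE 0.19, adjusted p = 0.0070), under the fold change threshold, which it passed narrowly without EDL 3 (log2 fold change 1.00, adjusted p = 0.0070).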

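Tpm3 (chromosome 3, 90072649 to 90100902) had an FPKM of 4.30 ± 1.60 (SD, n = 3) in EDL, 1.47 ± 0.326 (n = 3) in psoas, and 366 ± 54.4 (n = 4) in soleus. Its log2 fold change was 6.42 over EDL (SE 0.36, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; between 2.4e-126 and 0.00017 over 15 alternatives) and 7.99 over psoas (SE 0.39, adjusted p = 1.6e-06; between 1.1e-186 and 0.00011). Tpm3 passed in each of these alternatives.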

**Fig. 5:**
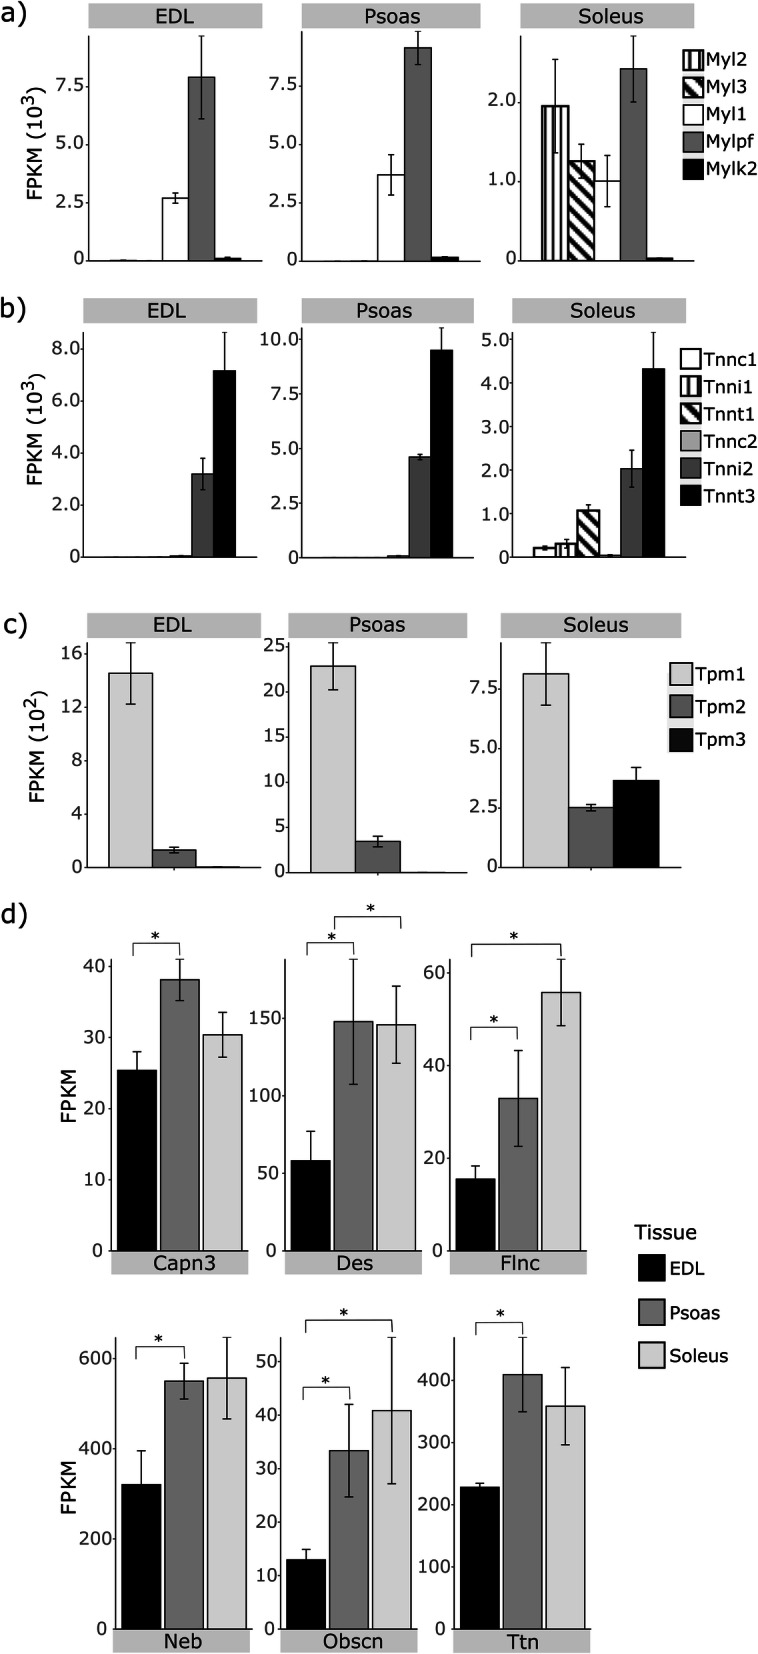
Isoforms associated with fast-twitch fibers are expressed in all three muscles. Expression levels of (**a**) Myosin light chains, (**b**) troponin, and (**c**) tropomyosin isoforms in EDL, psoas, and soleus. Fast-twitch myosin light chain isoforms (Myl1, Mylk2, and Mylpf), troponin isoforms (Tnnc2, Tnni2, and Tnnt3), and tropomyosin 1 (Tpm1) are the expressed in all three muscles, but the expression levels are notably higher in EDL and psoas. At least 97-fold higher expression of slow myosin light chain isoforms Myl2 and Myl3, 137-fold expression upregulation of slow troponin isoforms Tnnc1, Tnni1, and Tnnt1, and 31-fold expression upregulation in Tpm3 are observed in soleus compared to EDL and psoas. Tpm2 is preferentially expressed in slow muscles, but 2.4 fold up-regulated was observed in psoas compared to EDL (*p-adj* = 6.37e^− 10^). **d** Genes coding for proteins that interact at the Z-disk are downregulated in EDL. The calpain 3 (Capn3), desmin (Des), filamin-C (Flnc), nebulin (Neb), obscurin (Obscn), and titin (Ttn) follow a similar expression signature, where all six genes are significantly downregulated in EDL compared to the psoas. ^*^ *p-adj* < 0.01. Adjusted *p* values were calculated using DESeq2

### Genes associated with sarcomere Z-disk display a unique expression signature in EDL

The Z-disk is a dense network of proteins anchoring thin filaments from opposing sarcomeres to actinins, titin, and many other structural and signaling proteins [38, 39]. We observed a unique expression pattern in the genes coding for the proteins that assemble in this region, in which EDL exhibits lower expression levels compared to the psoas. 

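In psoas vs EDL, the log2 fold changes of Capn3, Des, Flnc, Neb, and Ttn were all positive, and that of Capn3 was the lowest of these (0.56, SE 0.16). None of the 6 genes of Fig. 5d reached an adjusted p of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 of 6), where their adjusted p lay between 0.0153 (Des) and 0.131 (Ttn), and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 4 were under 0.01. In Capn3, Des, Flnc, Neb, and Ttn, the psoas libraries lay above the EDL libraries in CPM after TMM normalization. In CPM without it, the libraries overlapped in these genes except Des. DESeq2, without or with the covariates for read trimming or the run proxy, called all 6 genes at an adjusted p of 0.01. With edgeR and read trimming, with edgeR and sex, and with limma-voom and the animal in the labels as a random effect, 1 gene (Des) was called. Des (chromosome 1, 75360329 to 75368579) had 222 ± 71.1 normalized CPM (SD, n = 3) in EDL and 552 ± 144 (n = 3) in psoas, a log2 fold change of 1.32 (SE 0.28). Its adjusted p ranged from 7.3e-05 (DESeq2) to 0.0788 (without EDL 1) over 15 alternatives.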

We have studied six genes that are associated with the z-disk [40, 41] (Fig. 5d). Titin shows 1.7-fold expression upregulation in psoas vs EDL (*p-adj = 0.0005*). 

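Ttn (chromosome 2, 76703980 to 76982547) had an FPKM of 229 ± 5.36 (SD, n = 3) in EDL, 409 ± 60.4 (n = 3) in psoas, and 358 ± 61.7 (n = 4) in soleus. The log2 fold change in psoas vs EDL was 0.82 (SE 0.34), a fold change of 1.76. Over 15 alternatives, the adjusted p of Ttn ranged from 0.00028 with DESeq2 to 0.309 without EDL 1, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for the latter.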

Nebulin (Neb), obscurin (Obscn), calpain3 (Capn3), desmin (Des), and filamin-C (Flnc) follow a similar expression signature to titin. These observations suggest possible structural or functional variability at the Z-disk of the fast muscle sarcomere [42, 43], which may lead them to respond to cellular perturbations differently.

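The log2 fold changes in psoas vs EDL were 0.75 for Neb (SE 0.29, adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0032 to 0.363 over 15 alternatives) and 1.07 for Flnc (SE 0.25, adjusted p = 0.0220; 0.00030 to 0.103). For Capn3, the adjusted p was 0.0453 (0.0027 to 0.208). In soleus vs EDL, Des (1.33, adjusted p = 0.0064) and Flnc (1.85, adjusted p = 0.00066) passed an adjusted p of 0.01, and Capn3, Neb, and Ttn did not. Among other alternatives, Des no longer passed without EDL 1, EDL 3, psoas 2, or any of the 4 soleus libraries, with read trimming or the run proxy as a covariate, or with offsets for GC content and gene length, chosen after seeing the data. Flnc no longer passed with the run proxy. With DESeq2, Neb and Ttn also passed, and Ttn with DESeq2 and the run proxy.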

## Discussion

Skeletal muscle is a complex network of proteins that work together to generate the forces necessary for movement. The diversity of muscle function spans from involuntary and rhythmic movements of respiratory muscles to the fine contractions of extraocular muscles to limb muscles, which have variable endurance capacities [3]. The same general architecture is used to accomplish these different tasks by tuning isoform expression levels of certain critical proteins [2, 3]. Contractile properties such as muscle shortening velocity, twitch duration, and endurance capacity, as well as metabolic properties which control the rate of ATP synthesis and hydrolysis [44], play a central role in skeletal muscle diversity. These characteristics depend on which isoforms, or combination of isoforms, are expressed in a particular muscle fiber. One of the primary methods for identifying fiber type is the determination of the expression profile of fast and slow myosin heavy chain isoforms. This approach provides general insights, but many muscle-specific differences are not captured through this approach [3]. Within both the fast and slow fiber classifications, there is tremendous variability in many important gene families, which creates subtle distinctions between the various muscles within these two broad categories. To start to understand this variability, we used RNA sequencing to explore gene expression differences in EDL, psoas, and soleus muscles. Our data shows that there is a rich diversity of gene expression beyond myosin isoforms that defines the characteristics of any muscle fiber, and this diversity results in the range of muscle phenotypes that are known to exist.

### Transcription of muscle-specific genes does not strictly adhere to fast and slow fiber types

In the current study, we show that the fast vs. slow-twitch classification of muscles can be explained by the most prominent transcriptomic changes among the muscles, which agrees with the traditional perspective. This claim was supported by the major clustering along the first principal component (PC1) in the principal component analysis, and the correlation of muscle-specific genes to PC1. This was also reflected in gene Clusters 2 and 4, identified from the k-means cluster analysis, showing opposite expression patterns, when the slow muscle (soleus) was compared to the fast muscles (EDL and psoas). Clusters 2 and 4 were primarily associated with muscle structure, contraction, and energy metabolism, which are the predominant cellular characteristics differentiating fast muscles from slow muscles [2]. This can be considered as the most prominent layer of transcriptomic differences among the skeletal muscles.

Previous studies have highlighted the importance of considering multiple functional gene groupings in addition to myosin heavy chain to characterize different skeletal muscles [3, 6]. Our study supports this conclusion since we identified a second layer of transcriptomic differences within our data set. This was highlighted by EDL, psoas, and soleus forming distinctly separated clusters along the second principal component (PC2) in the principal component analysis, which were not correlated with the fast vs. slow-twitch classification of muscles. Genes showing the highest correlation to PC2 were associated with extracellular matrix (ECM) and signaling. ECM has been shown to be associated with muscle-specific behavior in previous physiological studies [35] and this conclusion is supported by gene Cluster 5, which showed a strong association with the extracellular matrix.

Gene clusters identified from the study also revealed an additional layer of transcriptomic differences between EDL, psoas, and soleus. Underneath the first and the second layers of transcriptomic differences discussed previously, the gene expression variability captured by Clusters 1 and 3 highlight a wide array of gene ontologies associated with the differences between fast muscle (EDL and psoas). Both gene clusters were associated with a multitude of structural and functional characteristics including myofibrils, mitochondrion distribution, sarcoplasm, muscle contraction, transcription, translation, and carbohydrate catabolism (Fig. 4) that are not easily identified in physiological studies.

These observations further highlight the value of considering transcriptomic diversity when trying to understand the molecular underpinnings of specific muscle functions. Genes associated with subtle processes, such as transcription, translation, carbohydrate metabolism, and muscle adaptation, are not as closely associated with fiber type. These molecular processes are more easily overlooked or hard to measure, making them less apparent in most physiological measurements. Our results highlight that muscle fibers are multi-faceted structures and that differences exist among muscles with diverse contractile properties. We predict that similar profiles could be developed for most skeletal muscles, providing new insights into the function of various muscles.

Gene expression differences identified from this study may help explain why EDL, psoas, and soleus muscles are specifically targeted or spared in certain types of myopathies [3, 20]. For example, the response severity of EDL and psoas to muscular dystrophy with myositis is different from one another, even though the wildtype muscles contain similar myosin heavy chain profiles [45]. By utilizing transcriptomic level information, the skeletal muscles can be compared with respect to their response pattern to a given muscle disease [46]. The transcriptomic changes introduce an additional layer of information, which helps to differentiate muscles even when their fiber type composition is similar. These transcriptomic signatures can be used to identify comparable characteristics among diverse sets of muscles. In such cases, variable muscle response to myopathic conditions could be associated with shared transcriptomic behaviors.

### The expression ratio between slow and fast fiber specific isoforms act as a determining factor of muscle function

The development of fast and slow-twitch phenotypes is associated with the expression of Myh4 and Myh7 isoforms, which act as the fingerprints of those respective muscle phenotypes [3, 47]. Both EDL and psoas do not express Myh7, and the expression of Myh4 in soleus is about 5% of the total myosin content. However, fast-twitch muscles still express a small percentage of slow myosin isoforms, and slow-twitch muscles express fast myosin isoforms. 

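Without normalization between libraries, Myh7 had 7.32, 33.4, and 142 CPM in EDL 1, 2, and 3, and 2.40, 7.16, and 5.35 in psoas 1, 2, and 3. Each of these values is above the limit that a count of 0 allows in its library, which is highest, at 0.217 CPM, in psoas 3. Myh4 had 141 CPM in soleus 2 and between 1471 and 1857 in the other soleus libraries.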

Interestingly, we have observed that the level of fast isoform expression in the slow muscle soleus is greater than the expression level of slow isoform in fast muscles EDL and psoas. This could be a function of the fiber composition of soleus. Expression of both slow- and fast-twitch related isoforms of myosin light chain (Myl), troponin (Tnnc, Tnni, Tnnt), and tropomyosin (Tpm) in skeletal muscles have previously observed in other studies as well [48–51]. Expression of fast Myl isoforms was observed in slow-twitch muscles in both humans and rats, while slow Myl isoform expression was reported in the rat fast-twitch EDL and plantaris muscles [49, 51]. 

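The ratio of the summed values per kilobase of Myl2 and Myl3 to those of Myl1 and Mylpf was 1.11 ± 0.368 (SD, n = 4) in soleus, between 0.619 and 1.44. It ranged from 0.999 without soleus 2 to 1.27 without soleus 1. From counts without the correction for gene length, the ratio was 1.59.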

In this study, we observed that the fast and slow transcript levels for Myl in soleus are nearly identical. Myl is associated with shortening velocity, but soleus phenotypically behaves as a slow-twitch muscle, even though there are equivalent transcript levels of both fast and slow Myl isoforms. This suggests the possibility that the slow isoform playing a larger role in determining muscle phenotype when equivalent expression levels exist.

This possibility is further highlighted by tropomyosin expression patterns. The expression ratio between slow to fast tropomyosin isoforms is associated with fiber type, with a more prominent expression of Tpm3 in slow muscles [52]. 

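The ratio of the summed values per kilobase of Tpm2 and Tpm3 to that of Tpm1 was 0.0936 ± 0.0113 (SD, n = 3) in EDL, 0.152 ± 0.0240 (n = 3) in psoas, and 0.776 ± 0.155 (n = 4) in soleus. Every psoas library exceeded every EDL library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The slow to fast tropomyosin ratio in psoas was on average 1.62 times that in EDL. Tpm2 and Tpm3 went opposite ways: the ratio of Tpm2 to Tpm1 in psoas was 1.67 times that in EDL (p = 0.1, same exact permutation test), and that of Tpm3 to Tpm1 was 0.225 times (p = 0.1).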

In our studies, the observed ratio of slow muscle associated tropomyosin (Tpm2 and Tpm3) to fast muscle associated tropomyosin (Tpm1) expression in psoas is significantly greater than that of EDL. This could be associated with other transcriptomic variabilities observed in fast muscles, as tropomyosin plays a critical role in controlling Ca^2+^ sensitivity [53]. The co-expression of both Tpm1 and Tpm2 in psoas has previously been observed in a rabbit mRNA study [50]. While psoas is typically characterized as a fast-twitch muscle, it does exhibit some slow-twitch characteristics in certain experiments [54], which could be a function (at least in part) of expressed tropomyosin isoforms ratios. These observations provide an example of how tuning isoform expression could modify muscle physiology.

In addition to the contractile machinery of the sarcomere, other structural proteins exhibit variation in expression between EDL and psoas. Titin, calpain-3, obscurin, desmin, nebulin, and filamin-C are all associated with the Z-disc and they exhibit clear expression differences between EDL and psoas. No significant expression difference between psoas and soleus were observed in these genes at the 99% significant level. 

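In soleus vs psoas, 0 of the 6 genes reached an adjusted p of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 had an unadjusted p under 0.05 (Flnc), and 0 passed when adjusted over the list alone. The log2 fold changes lay between −0.30 for Capn3 and 0.79 for Flnc (SE 0.24, adjusted p = 0.0450). That of Des was 0.01 (SE 0.26, adjusted p = 0.983). With DESeq2, 1 gene was called (Flnc, adjusted p = 0.0078), and in the other alternatives none. The lowest adjusted p among the 6 genes ranged from 0.0078 to 0.171 over these alternatives.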

Expression differences between psoas and EDL have been previously observed in desmin [55], and titin [56], but differences in the transcript levels for these proteins have not been previously correlated with differences among fast muscles.

The Z-disk periodicity of fast muscles is lower than that of slow muscles, so that slow muscles have a thicker Z-band compared to fast muscles [57, 58]. The Z-band thickness depends on the number of Z-repeats of titin, which interacts with α-actinin. The psoas tends to express a very short Z-repeat domain in titin, where titin length [59], and the Z-repeat expression [58] vary as a function of muscle type (psoas< EDL < soleus). It was surprising to observe similar expression profiles in psoas and soleus associated with Z-disk proteins even though they have distinct Z-disk periodicity. There is a clear difference between the titin-based passive force generation in psoas compared to EDL [35]. As the Z-disk is a signaling hub of the sarcomere and is also involved in force transmission between neighboring sarcomeres, it is reasonable to propose that the expression patterns we observed in Z-disk proteins are associated with the different passive force profiles of EDL and psoas. It is important to note that transcriptomic differences do not always correlate with protein dynamics inside a cell. However, transcription is one of the key response mechanisms related to changing cellular needs and provides a guide for future investigations. Identifying these subtle but distinct changes at transcription level between muscles with similar fiber compositions can provide valuable insights into why muscles of the same overall fiber type may respond differently to genetic or environmental perturbations.

## Conclusions

Skeletal muscles are traditionally categorized as fast-twitch or slow-twitch based on fiber composition, which is often assessed using myosin heavy chain expression profiles. However, more than half of the transcriptome undergoes significant expression changes [3], which can be used to differentiate skeletal muscles from each other. The results presented in this study support the traditional view of muscle fiber types, but also demonstrate the importance of using a more comprehensive view of gene expression differences to understand subtle differences in function among muscles. There are significant gene expression differences between two fast muscles EDL and psoas, associated with the myofibril, transcription, translation, actin cytoskeleton, sarcoplasmic reticulum, energy metabolism, and extracellular matrix. These observations highlight the importance of considering the expression ratios of slow and fast isoforms of a variety of muscle-related protein-coding genes to differentiate muscles with similar fiber type composition and also to correlate skeletal muscles regardless of the general muscle fiber type classification. The gene sets undergoing similar expression regulation between muscles could help to understand the complex phenotypes of various myopathies and possibly identify hitherto unknown players associated with muscle diseases.

## Methods

### Sample preparation

The mouse colony was established at the animal care facility of Northern Arizona University, Flagstaff, AZ, USA, using heterozygous B6C3Fe a/a-Ttn^mdm^/J mice obtained from The Jackson Laboratory (Bar Harbor, ME, USA). Mice were fed ad libitum and maintained under light: dark 12 h:12 h cycle in a temperature-controlled facility. Mouse muscle samples collected from 32 to 54-day old homozygous wild-type mice were used for the study (Table S1). The experimental protocol and the use of animals were approved by the Institutional Animal Care and Use Committee at NAU (Reference number:18–002).

Three biological replicates for EDL and psoas muscles and four biological replicates for soleus muscle were extracted from a total of 6 mice. Mice were sacrificed under 0.5 ml of isoflurane gas in a euthanization chamber and were conscious prior to the treatment. Extracted muscle tissues were stored in RNAlater™ stabilization solution (ThermoFisher Scientific) at − 80 °C before RNA extraction. The tissues collected for this study were harvested from mice subjected to another study to minimize the number of euthanized mice. The six mice used in the study were determined by the availability of the required muscles based on the other experimental study conducted with the mice. Power analysis for the transcriptomic study was carried out using Scotty - Power Analysis for RNA Seq Experiments tool (http://scotty.genetics.utah.edu/) with a 70% alignment rate and 20% or above gene detection while keeping other parameters at their default values.

### RNA extraction and next-generation sequencing

Total RNA was extracted from the collected muscle tissues using Qiagen fibrous tissue total RNA extraction mini kit. The concentration and quality of RNA were measured using the Qubit RNA Broad-Range assay and Agilent 2100 Bioanalyzer RNA 6000 Nano assay. Samples with RNA integrity value over seven and a concentration that was greater than 20 ng/μl were selected for cDNA library preparation using an Illumina TruSeq Stranded Total RNA Library Prep kit with Ribo-Zero Globin treatment. The cDNA libraries were quantified using KAPA Library Quantification qPCR Kit for Illumina sequencing platforms. The library fragment sizes were determined using an Agilent bioanalyzer 2100 High Sensitivity dsDNA quantification assay. The mean library sizes of the samples were between 256 and 295 bp (Table S1). The cDNA libraries were sequenced and 2 × 75 bp reads were generated with an Illumina NextSeq 500 high throughput sequencer using the sequencing guidelines suggested by Illumina, over three sequencing runs. The sequenced library coverage varies between 12 and 82 million reads with a median of 25 million (Table S1).

### Raw data processing

The fastq files containing the short reads generated from RNA sequencing were processed before analysis. The quality of the short-read files was assessed using the FastQC quality control tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for high throughput sequence data. Fastq files with a per base quality score below 20 were preprocessed using the sliding window quality filtering (window size 4) in Trimmomatic v0.32 [60]. After filtering, only the paired-end reads collected from the read-trimming were used for downstream data analysis (Table S1). Fastq files containing reads with more than 20 per base quality score were used without filtering. Adaptor trimming was performed while converting initial BCL data to fastq files before receiving the data files from the sequencing center. No adaptor contamination was detected in the FASTQC analysis for the samples used in the study.

### Data alignment

The preprocessed fastq files were aligned to the mouse reference genome as follows. The insert sizes between paired-end reads were calculated using the Galaxy web platform [61]. A subset of 250,000 reads from each sample was aligned to the built-in reference mouse genome (mm10) using the default settings in the BWA-aln short read alignment tool [62]. The CollectInsertSizeMetrics Picard tool (http://broadinstitute.github.io/picard/) was used to generate the alignment statistics. The calculated average insert sizes and standard deviations of each sample were then used to generate complete read alignments using Tophat v2.1.1 [63], using the *Mus musculus* GRCm38.p4 genome annotation (see alignment details in Table S1).

### Differential gene expression analysis

Statistical analysis of generated read alignments was performed using R_3.6.1. Gene-wise read counts of the Tophat alignments were generated using the R libraries GenomicFeatures v1.34.3 [64] and GenomicAlignments v1.18.1. To reduce the noise in the data and increase the precision of data analysis [65] the marginally expressed genes were filtered out. Genes were identified as marginally expressed if a gene carries less than three samples with a minimum read count of 10 [65] among all the samples in the data set and these genes were removed from the dataset before downstream data analysis. This filter resulted in a gene subset of 16,112 genes out of the 46,078 genes in the reference genome. 

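All 16112 genes in the deposited files had at least 10 reads in at least 3 samples, and 0 had fewer. For 16032 of them, GENCODE M21 gives a symbol. A stricter filter of at least 10 counts in every sample keeps 11622 genes, and edgeR's filterByExpr keeps 14983.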

A heatmap of this gene set is shown in Fig. S2 in SI. To determine whether the variable read coverages affects the correlation among replicates, a distance matrix was calculated prior to differential gene expression analysis using variance stabilized normalized (DESeq2::vst) and sequencing batch effect corrected (limma:: removeBatchEffect) [66] gene expression levels of selected 16,112 genes using R dist function (Fig. S1). 

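Euclidean distances between the libraries were computed from variance stabilized values without batch correction. The nearest library belonged to the same muscle for 8 of 10 libraries. EDL 3 and psoas 3 were nearest to each other (distance 73.4). The median distance was 78.2 between EDL libraries, 78.2 between psoas libraries, 68.6 between soleus libraries, 96.4 between EDL and psoas, and 105 between soleus and either fast muscle. Hierarchical clustering into 3 groups placed EDL 3 with psoas, and 2 groups parted soleus from the fast muscles. After removeBatchEffect, chosen here after seeing the data, the number of libraries nearest to their own muscle was 10 for read trimming and 8 for the run proxy, and 10 for both with the muscles in the design. With the muscles in the design, the batch effect is estimated from differences within muscles. Its removal then lowers the spread within muscles, which favors grouping by muscle, so these values are no independent test of it. The adjusted Rand index of the 3 groups with the muscles was 0.723 without correction, 0.510 after that for read trimming, 0.659 after that for the run proxy, and 1 for both with the muscles in the design. For 2 groups and the division of soleus from the fast muscles, it was 1 without correction, 0.286 for read trimming, −0.0714 for the run proxy, and, with the muscles in the design, 1 and 0.0708.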

Replicates of each muscle created unique clusters, while two fast muscles (EDL and psoas) branch discretely from slow soleus.

To compare the transcriptomic profiles of EDL, psoas, and soleus, the differential gene expression analysis was performed using the R library DESeq2 v1.22 [67, 68]. In the DESeq2 protocol, the RNA-Seq data get fitted with a generalized linear negative binomial distribution model to calculate subtle changes in gene expression. Then to assess the statistical significance of differential gene expression DESeq2 utilizes a Wald test as the dataset has been modeled as a binomial distribution. The *P*-values calculated were further adjusted using the Benjamini-Hochberg multiple testing procedure [69] in the subsequent DESeq2 protocol steps. After that, the significantly differentially expressed genes in the pair-wise comparisons among EDL, psoas, and soleus were identified using adjusted *p*-value cut-off 0.01 (at the 99% significance level) and fold change cutoff of 2. A higher significance level cut-off was used to avoid possible selection bias due to the small sample size of the data set.

### Gene ontology analysis

Gene ontology (GO) analysis was performed to determine the cellular processes associated with the differentially expressed genes using ClusterProfiler_3.10.1 [70] against the org.Mm.eg.db v3.7.0 - Bioconductor genome-wide annotation for the mouse [71], with a q-value cut-off of 0.05. The semantically similar terms of the identified GO terms were removed using SimRel semantic clustering in the REViGO [72] online tool with reference to the in-built *Mus musculus* Jan 2017 database release by the GO Consortium. The GO id list and the respective adjusted *p*-values generated from clusterProfiler R library were used as the input to REViGO and GO term summaries were generated with 0.5 allowed similarity. The top 10 gene ontology terms enriched from each gene cluster were selected by sorting the REViGO selected GO terms by their respective log10 p-value in the resulting list (Additional files 2, 3, 4, 5 and 6). The number of up- or down-regulated genes associated with selected GO terms were identified using the complete gene set associated with all the semantically similar go terms represented by the chosen parent terms by REViGO to create the bar charts.

### Data visualization and graphical output generation

Variance stabilizing transformed and sequencing batch effect corrected, gene expression levels of the differentially expressed genes were used to create the heatmaps. The Z-scores calculated for the differentially expressed genes using this dataset were used for k-means clustering. The optimal number of gene clusters were determined [33] using elbow and gap statistics methods using R function NbClust::fviz_nbclust (https://sites.google.com/site/malikacharrad/research/nbclust-package) keeping other parameters at default values. The R library Pheatmap_1.0.12 (https://cran.r-project.org/web/packages/pheatmap/index.html) was used for clustering and to generate the heatmap of gene clusters (Fig. 2). Complete lists of genes in each cluster are included in the Additional files 2, 3, 4, 5 and 6.

The UpSet plot was created using R library UpSetR_1.4.0 [73]. The bar charts were generated using the R library ggplot2_ 3.3.2 (https://ggplot2.tidyverse.org/).

Gene expression levels were converted to Fragments Per Kilobase Million (FPKM) using DESeq2::fpkm function keeping the parameters at default values, where the gene lengths were determined with the union of all GRanges assigned to a given gene in the data object. (https://www.rdocumentation.org/packages/DESeq2/versions/1.12.3/topics/fpkm). Calculated FPKM values for the differentially expressed genes are in Additional file 7.

Gene subset selected by filtering marginally expressed genes were used to carry out the principal component analysis (PCA). Their gene expression values were subjected to variance stabilization transformation, and batch effect correction as described above. R prcomp function with default parameters was used to carry out PCA with the transformed and corrected gene expression values. To calculate the Pearson correlation coefficients between PCs and gene expression, FPKM values of the same gene set, and the PC scores (coordinates of the individual observations on the principal components calculated with R prcomp function) were used as the inputs for R cor function, while keeping other parameters at default values.

## Supplementary Information

**Additional file 1.** Additional figures and tables supporting the main text of the manuscript. Referred as SI in the main text.

**Additional file 2.** Gene ontologies and differential gene expression analysis results associated with the genes in cluster 1 identified from k-means clustering of differentially expressed genes.

**Additional file 3.** Gene ontologies and differential gene expression analysis results associated with the genes in cluster 2 identified from k-means clustering of differentially expressed genes.

**Additional file 4.** Gene ontologies and differential gene expression analysis results associated with the genes in cluster 3 identified from k-means clustering of differentially expressed genes.

**Additional file 5.** Gene ontologies and differential gene expression analysis results associated with the genes in cluster 4 identified from k-means clustering of differentially expressed genes.

**Additional file 6.** Gene ontologies and differential gene expression analysis results associated with the genes in cluster 5 identified from k-means clustering of differentially expressed genes.

**Additional file 7.** FPKM values calculated for the differentially expressed genes identified from pairwise comparisons among EDL, psoas, and soleus are shown in the table.

## Data Availability

The raw datasets used and/or analyzed in the current study have been deposited in Gene Expression Omnibus (GEO accession number GSE158283).

## Abbreviations

Atp2a2: Sarcoplasmic/endoplasmic reticulum calcium atpase 2
Ca2 +: Calcium ion.
Capn3: Calpain3
Cilp2: Cartilage intermediate layer protein 2
Col11a1: Collagen, type XI, alpha 1
Col11a2: Collagen, type XI, alpha 2
Col1a1: Collagen, type I, alpha 1
Des: Desmin
DMD: Duchenne muscular dystrophy
ECM: Extracellular matrix
Ecrg4: ECRG4 augurin precursor
EDL: Extensor digitorum longus
Flnc: Filamin C
GO: Gene ontology
Kera: Keratocan
LARS2: Leucyl-trna synthetase, mitochondrial
Myh: Myosin heavy chain
Myh-1: Myosin heavy chain type 1, protein isoform
Myh1: Myosin, heavy polypeptide 1, skeletal muscle, adult
Myh2: Myosin, heavy polypeptide 2, skeletal muscle, adult
Myh-2A: Myosin Heavy Chain type-2A, protein isoform
Myh-2B: Myosin Heavy Chain type-2B, protein isoform
Myh-2X: Myosin Heavy Chain type-2X, protein isoform
Myh4: Myosin, heavy polypeptide 4, skeletal muscle
Myh6: Myosin, heavy polypeptide 6, cardiac muscle, alpha
Myh7: Myosin, heavy polypeptide 7, cardiac muscle, beta
Myl1: Myosin, light polypeptide 1
Myl2: Myosin, light polypeptide 2, regulatory, cardiac, slow
Myl3: Myosin, light polypeptide 3
Mylk2: Myosin, light polypeptide kinase
Myl: Myosin light chain
Mylpf: Myosin light chain, phosphorylatable, fast skeletal muscle
Neb: Nebulin
Obscn: Obscurin
PC: Principal component
PCA: Principal component analysis
RNA-Seq: Ribonucleic acid sequencing
SDS-PAGE: Sodium dodecyl sulfate polyacrylamide gel electrophoresis
Strit1: Small transmembrane regulator of ion transport 1
Tnc: Tenascin C
Tnmd: Tenomodulin
Tnnc1: Troponin C, slow skeletal and cardiac muscles
Tnnc2: Troponin C, fast skeletal muscle
Tnni1: Troponin I, slow skeletal muscle
Tnni2: Troponin I, fast skeletal muscle
Tnnt1: Troponin T, slow skeletal muscle
Tnnt3: Troponin T, fast skeletal muscle
Tpm1: Tropomyosin alpha-1 chain
Tpm2: Tropomyosin beta chain
Tpm3: Tropomyosin alpha-3 chain
Wif1: Wnt inhibitory factor 1

# Supplementary material for: Comparative analysis of the transcriptomes of EDL, psoas, and soleus muscles from mice
**Source:** BMC Genomics. 2020 Nov 19;21:808. doi: 10.1186/s12864-020-07225-2
**Supplement:** Supplementary file 1 — Additional file 1. Additional figures and tables supporting the main text of the manuscript. Referred as SI in the main text.

**Supplementary information**

Table S1: RNA-Seq read alignment summary for the samples used in the study

|  | | EDL_R1 | EDL_R2 | EDL_R3 | Psoas_R1 | Psoas_R2 | Psoas_R3 | Soleus_R1 | Soleus_R2 | Soleus_R3 | Soleus_R4 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Age (days) | | 42 | 54 | 44 | 42 | 54 | 44 | 42 | 44 | 32 | 44 |
| RNA integrity number (RIN) | | 8.4 | 8.4 | 8.5 | 7.3 | 8.1 | 8 | 8.2 | 8.1 | 7.6 | 8.1 |
| Library size | | 274 | 264 | 278 | 256 | 271 | 277 | 258 | 295 | 265 | 276 |
| Left reads: | Initial number of reads | 87185432 | 57368915 | 15186094 | 1E+08 | 45937372 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Minimum per base quality score (10th percentile) | 14 | 14 | 27 | 14 | 14 | 32 | 32 | 32 | 32 | 32 |
|  | Percent filtered in (%) | 81.38 | 80.83 | N/A | 81.86 | 80.26 | N/A | N/A | N/A | N/A | N/A |
|  | Alignment input | 70950705 | 46369117 | 15186094 | 81953371 | 36870545 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Mapped | 55572350 | 44539661 | 14774183 | 62419592 | 28077507 | 13534841 | 17953627 | 27374091 | 12109861 | 15593067 |
|  | Multiple alignments | 18.5% | 19.1% | 9.4% | 18.7% | 15.9% | 9.9% | 15.2% | 9.4% | 12.9% | 9.4% |
|  | Percent mapped | 78.3% | 96.1% | 97.3% | 76.2% | 76.2% | 97.7% | 81.5% | 96.9% | 97.4% | 97.8% |
|  | | | | | | | | | | | |
| Right reads: | Initial number of reads | 87185432 | 57368915 | 15186094 | 1E+08 | 45937372 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Minimum per base quality score (10th percentile) | 14 | 14 | 27 | 14 | 14 | 27 | 27 | 27 | 27 | 27 |
|  | Percent filtered in (%) | 81.38 | 80.83 | N/A | 81.86 | 80.26 | N/A | N/A | N/A | N/A | N/A |
|  | Alignment input | 70950705 | 46369117 | 15186094 | 81953371 | 36870545 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Mapped | 56026587 | 44570183 | 14597762 | 62738333 | 28269426 | 13259768 | 17647947 | 26044316 | 11953398 | 15344925 |
|  | Multiple alignments | 18.4% | 19.2% | 9.4% | 18.7% | 8.2% | 9.9% | 15.1% | 9.3% | 12.8% | 9.4% |
|  | Percent mapped | 79.0% | 96.1% | 96.1% | 76.2% | 76.7% | 95.8% | 80.1% | 92.2% | 96.1% | 96.3% |

**Table S2: Myosin heavy chain gene expression levels obtained from the current study agree with the previous studies.** Myh isoform expression in mouse EDL, psoas, and soleus from the present study compared to the proteomics and transcriptomics data from previous studies.

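The values of Table S2 for the present study are shares in percent. Its stated errors are the SD with divisor n: for Myh4, this SD computed here is 3.39 in EDL (n = 3), 6.61 in psoas (n = 3), and 2.78 in soleus (n = 4), where the SD with divisor n − 1 is larger.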

|  | This work | | | | Literature | | | | | P-value | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Myh7 | Myh2 | Myh1 | Myh4 | Myh7 | Myh2 | Myh1 | Myh4 | Ref | Myh7 | Myh2 | Myh1 | Myh4 |
|  | Type 1 | Type 2A | Type 2X | Type 2B | Type 1 | Type 2A | Type 2X | Type 2B |  | Type 1 | Type 2A | Type 2X | Type 2B |
| EDL | 0.06%±0.05 | 4% ±1.17 | 17% ±2.38 | 79% ±3.39 | 1% | - | 36% | 63% | [24] | 0.3364 | 0.8697 | 0.1424 | 0.1899 |
|  |  |  |  |  | - | 10.2% | 23.7% | 55.7% | [8] |  |  |  |  |
|  |  |  |  |  | 0% | 3% | 25% | 72% | [13] |  |  |  |  |
|  |  |  |  |  | 4% | 3% | 30% | 63% | [29] |  |  |  |  |
|  |  |  |  |  | 0% | 2% | 27% | 71% |  |  |  |  |  |
|  |  |  |  |  | - | 1% | 10% | 89% | [3]* |  |  |  |  |
| Psoas | 0.006% ± 0.003 | 5% ±1.92 | 16% ±4.68 | 79% ±6.61 | - | 15% | 17% | 68% | [26] | 0.3779 | 0.2117 | 0.7862 | 0.2519 |
|  |  |  |  |  | 2% | 32% | - | 65% | [27] |  |  |  |  |
|  |  |  |  |  | 0% | 11% | 21% | 68% | [29] |  |  |  |  |
|  |  |  |  |  | 0% | 3% | 14% | 83% |  |  |  |  |  |
| Soleus | 30% ±8.75 | 39% ±4.31 | 26% ±9.72 | 5% ±2.78 | 37% | - | 63%ᶤ |  | [24] | 0.5106 | 0.0525 | 0.0643 | 0.2008 |
|  |  |  |  |  | 30.6% | 49.1% | 11.8% | 3.1% | [8] |  |  |  |  |
|  |  |  |  |  | 35% | 53% | 12% | 0% | [13] |  |  |  |  |
|  |  |  |  |  | 48% | 37% | 11% | 0% | [29] |  |  |  |  |
|  |  |  |  |  | 28% | 47% | 17% | 7% |  |  |  |  |  |
|  |  |  |  |  | 26% | 52% | 20% | 2% | [3]* |  |  |  |  |

The third column contains protein expression data gathered from the literature except the rows containing * which shows transcriptomics data by Terry et al [3]. ᶤ Excluded from the T-test, as the value corresponds to the total percentage of type 2 myosin heavy chain isoforms.

**
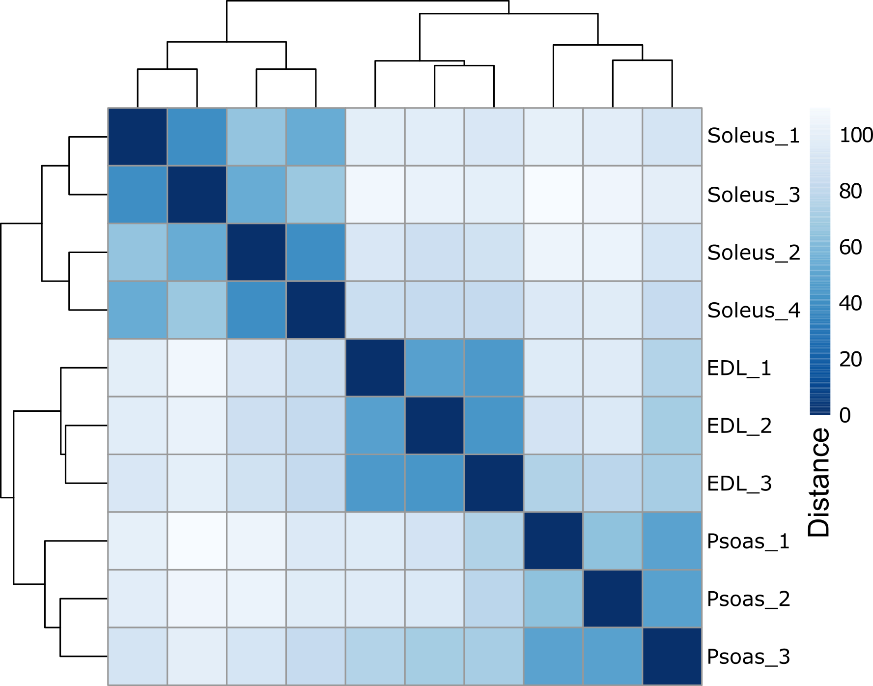
**

**Figure S1:** Sample to sample distance among the replicates of EDL, psoas and soleus. Hierarchical clustering of the samples based on the Euclidian distance matrix calculated for the batch effect corrected, variance stabilized normalized counts (DESeq2::vst) of the 16112 genes used for the differential gene expression analysis.

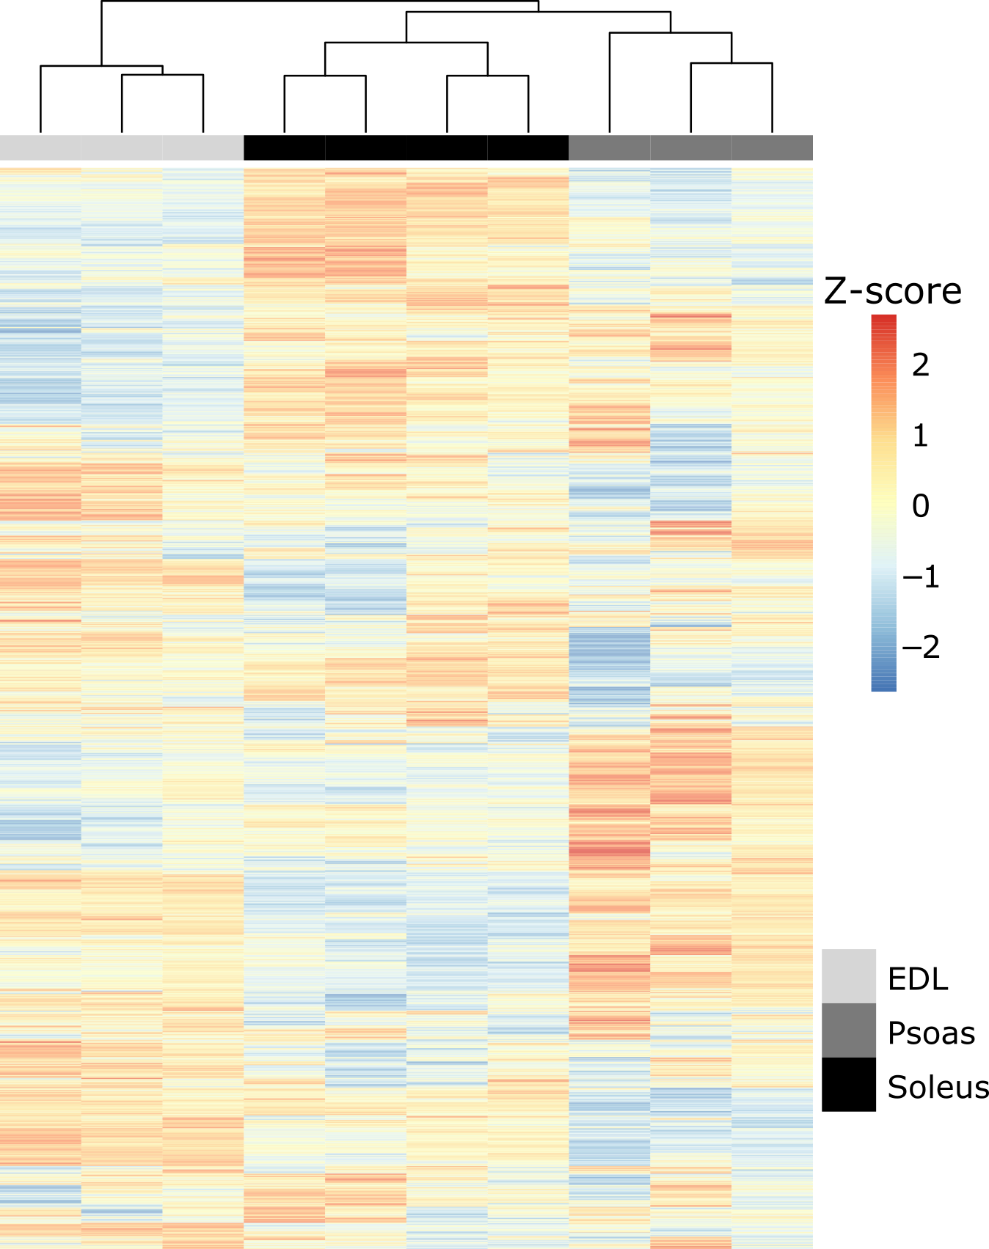

**Figure S2:** Heatmap showing Z-score based hierarchal clustering of samples, and 16112 genes selected after removing marginally expressed genes. Z-scores were calculates using batch effect corrected, variance stabilizing transformed expression levels of the selected genes. Marginally expressed genes created a large gap in the center of the heat map, therefore excluded from the figure. The color intensities correspond to the gene expression standard deviation from the mean. Red represents upregulation, and blue represents downregulation.

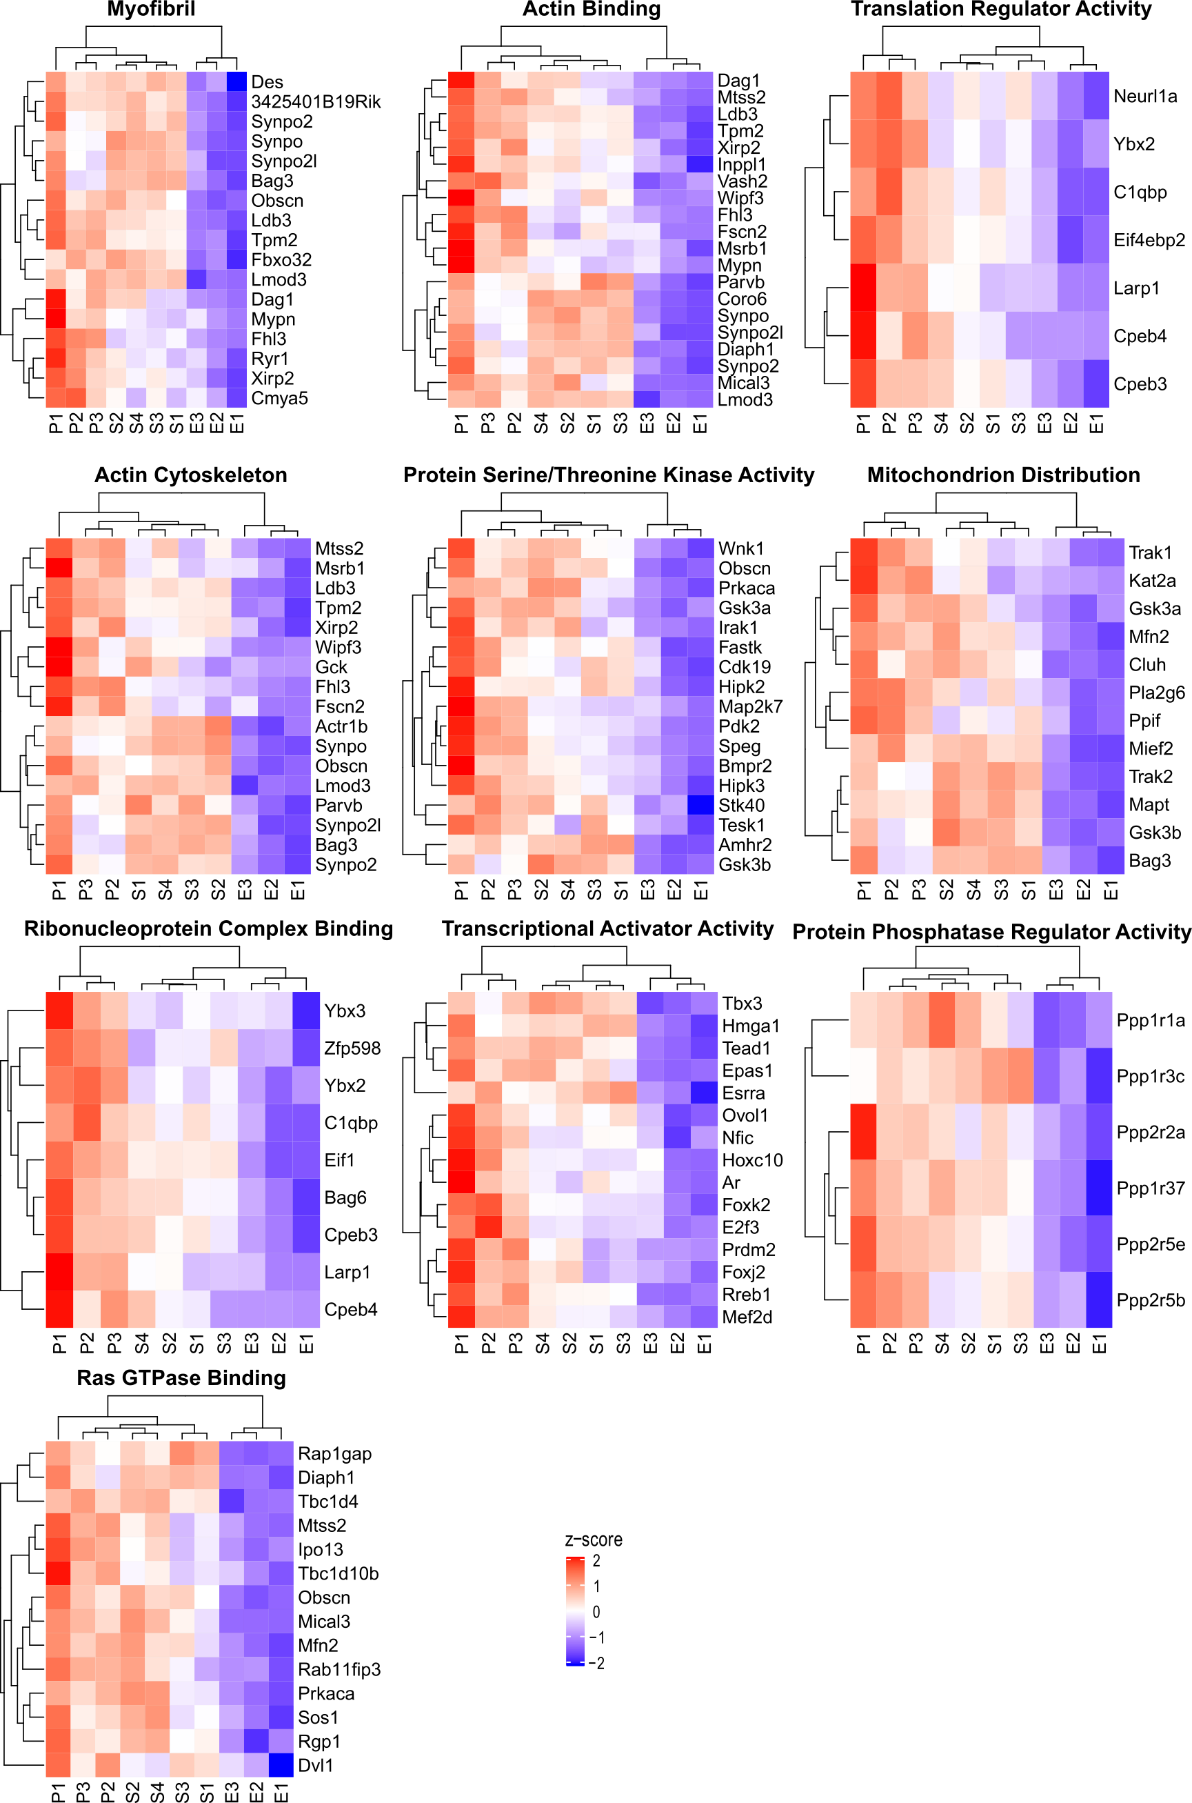

**Figure S3:** Gene expression heatmaps associated with the top 10 significant gene ontology terms enriched from the gene cluster 1, which was identified through k-means clustering of differentially expressed genes.

**Figure S4**: Gene expression heatmaps associated with the top 10 significant gene ontology terms enriched from the gene cluster 2, which was identified through k-means clustering of differentially expressed genes.
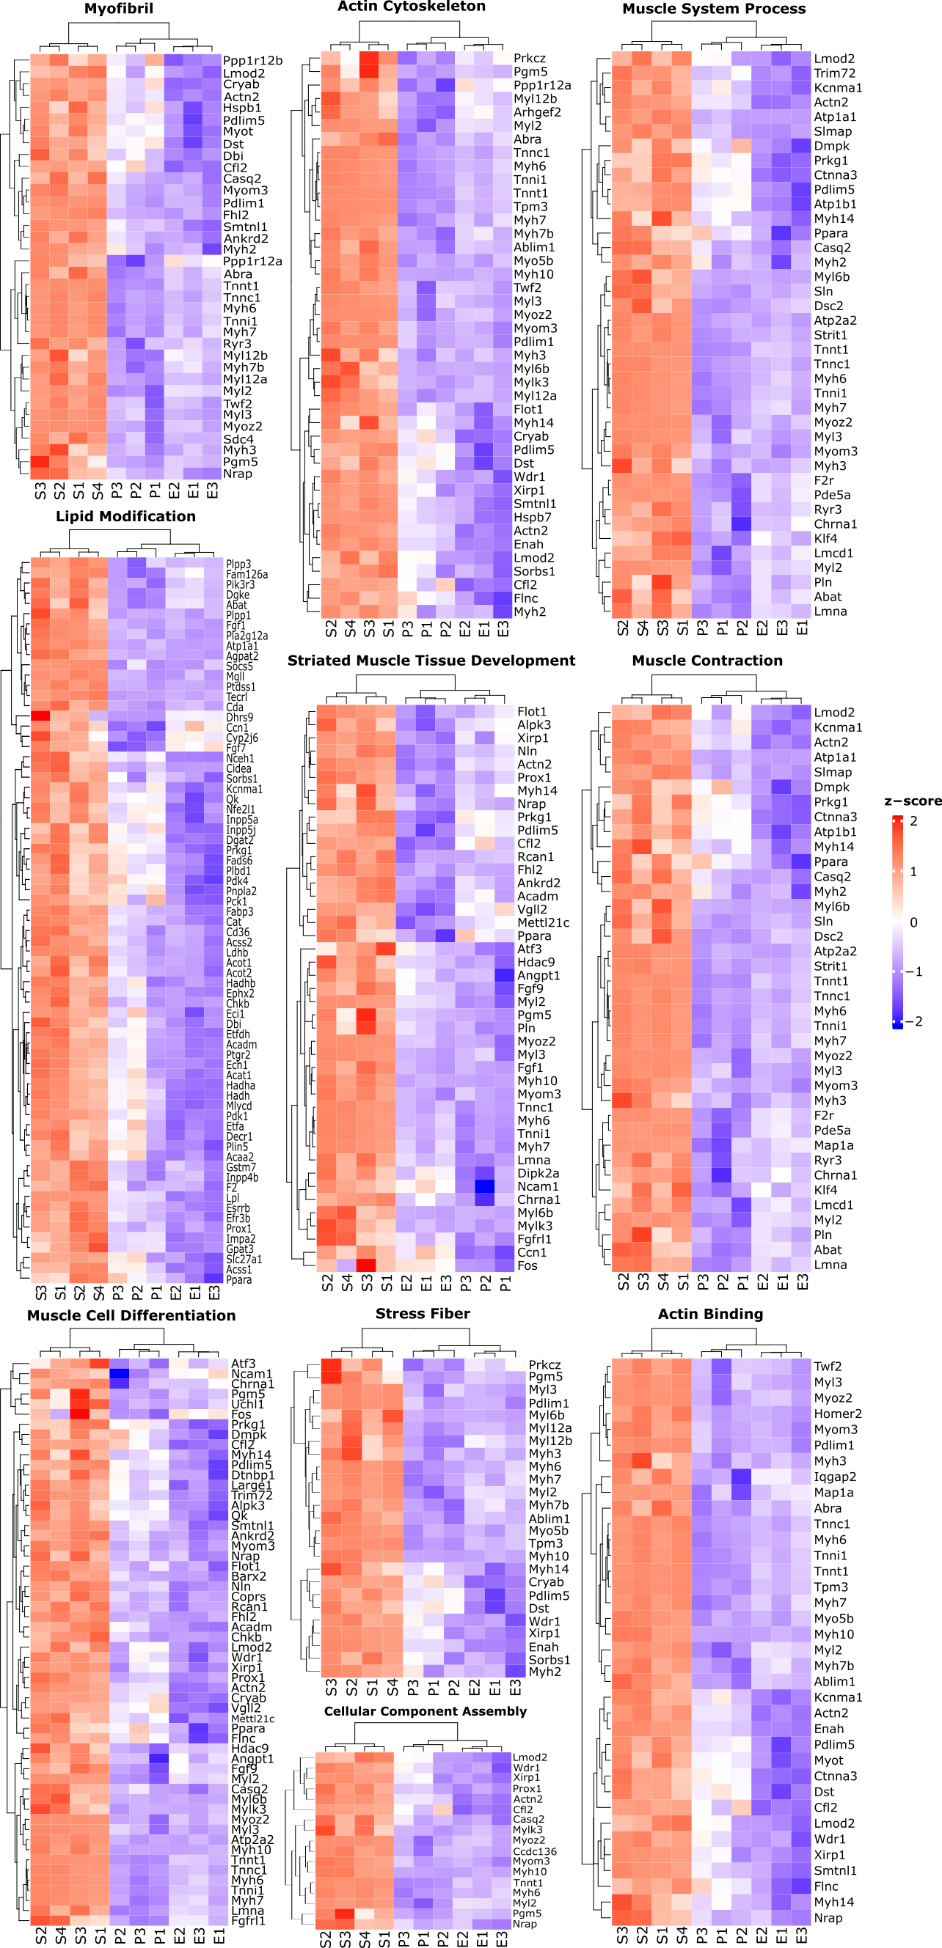

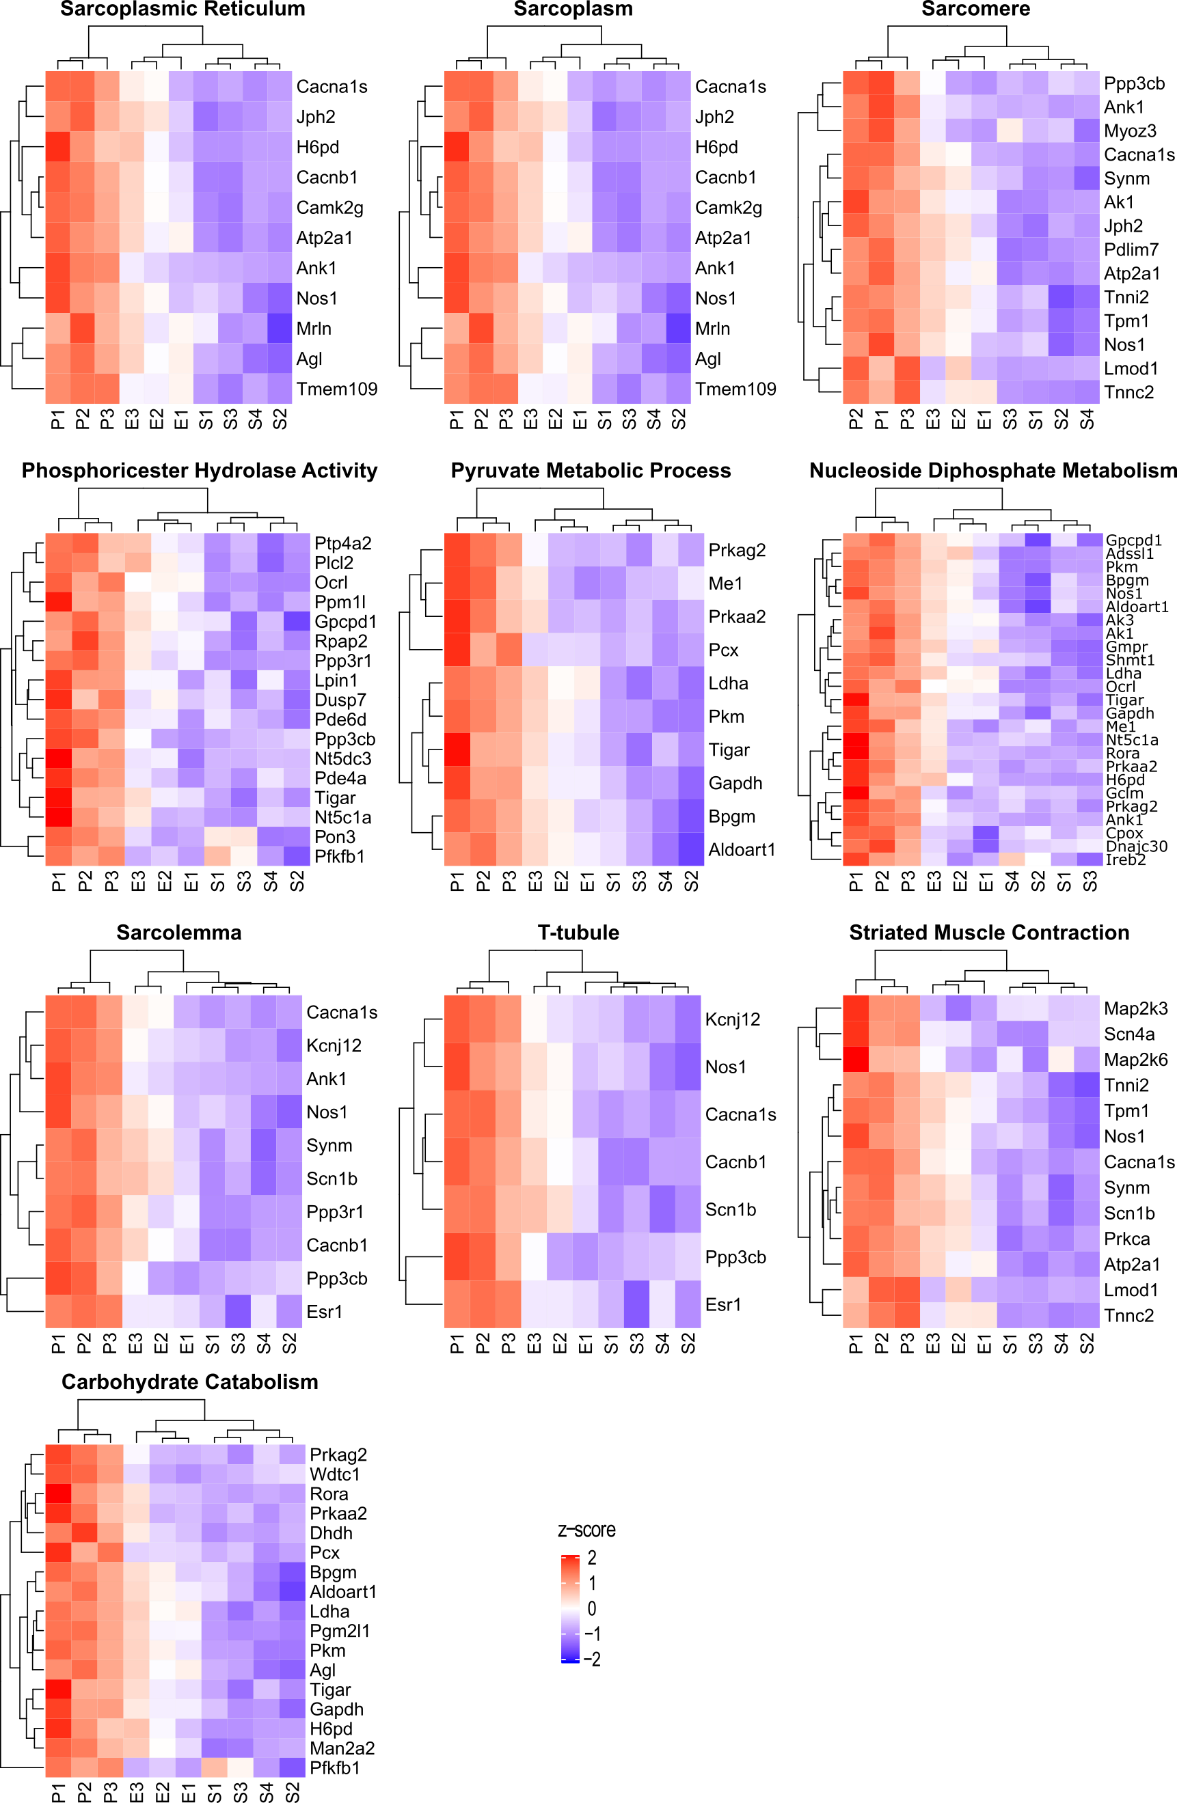

**Figure S5**: Gene expression heatmaps associated with the top 10 significant gene ontology terms enriched from the gene cluster 3, which was identified through k-means clustering of differentially expressed genes.

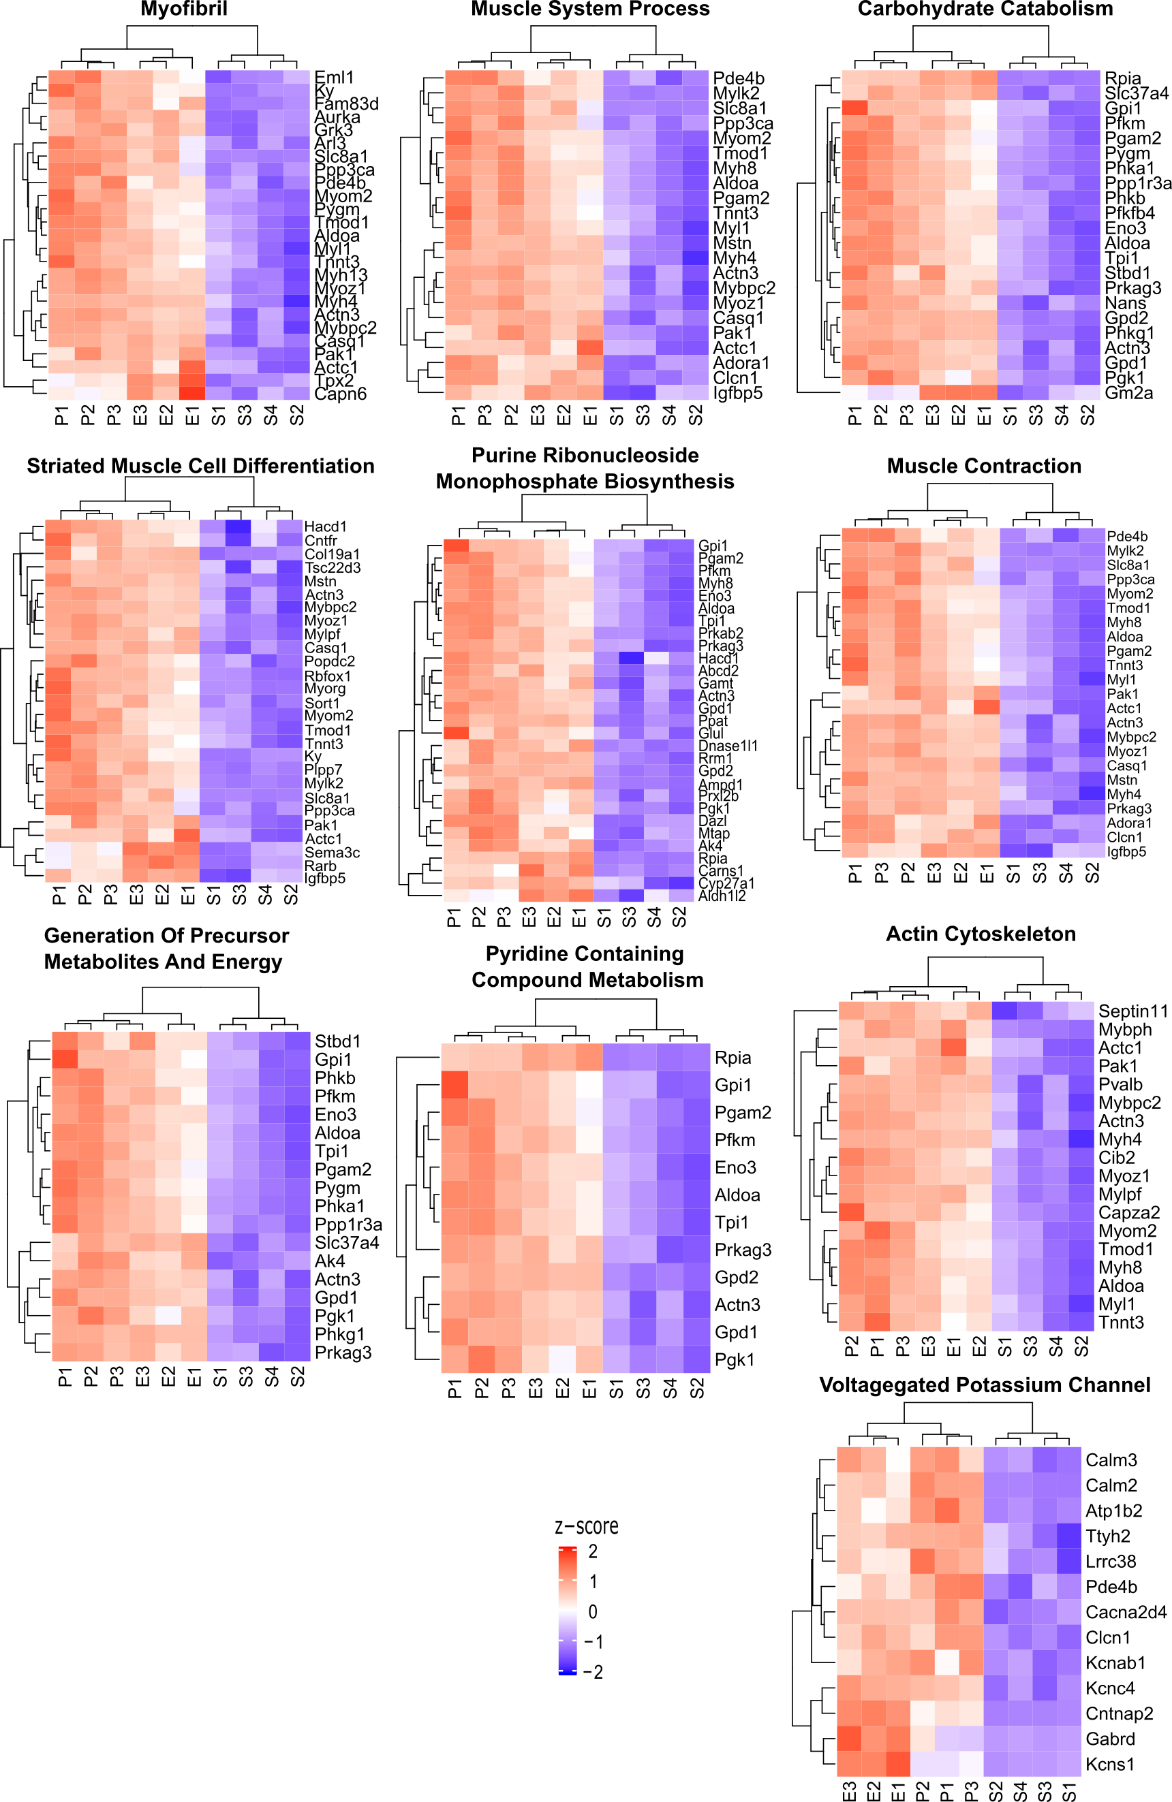

**Figure S6**: Gene expression heatmaps associated with the top 10 significant gene ontology terms enriched from the gene cluster 4, which was identified through k-means clustering of differentially expressed genes.

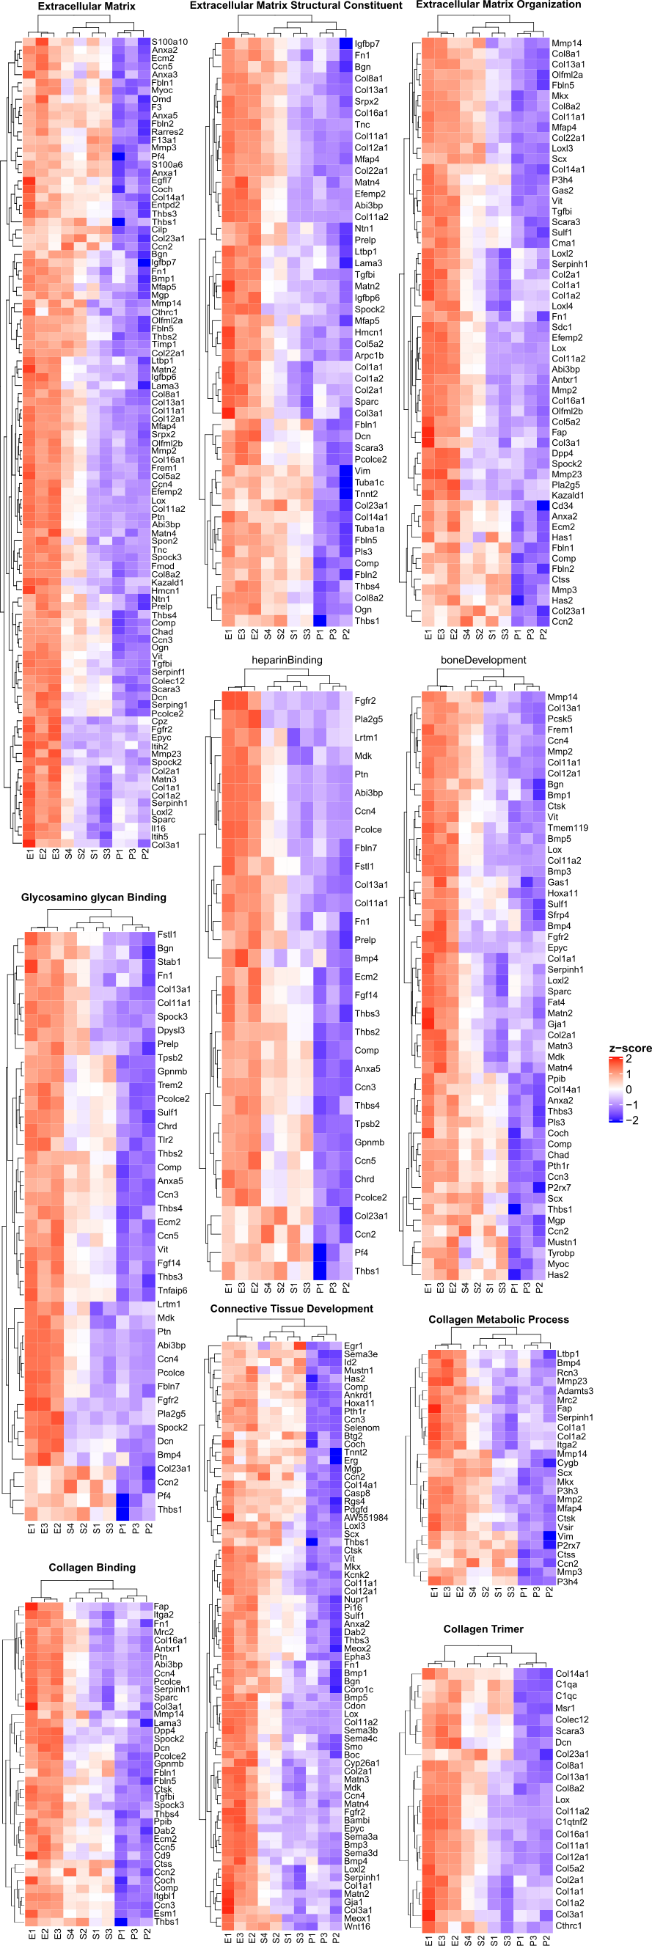
**Figure S7**: Gene expression heatmaps associated with the top 10 significant gene ontology terms enriched from the gene cluster 5, which was identified through k-means clustering of differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

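RNA was sequenced from 3 EDL, 3 psoas, and 4 soleus samples of mice aged between 32 and 54 days, in 10 libraries. The labels hold 7 animal codes, 3 of which have more than 1 library. The paper states a smaller number of mice than this, so that different codes may stand for the same mouse. Sex is given as male for 5 libraries and female for 4, and is not given for soleus 3. The authors trimmed low-quality libraries with Trimmomatic, aligned the read pairs with Tophat to the mouse genome, took gene-wise read counts with GenomicFeatures and GenomicAlignments in R, and removed genes with fewer than 3 samples of at least 10 reads. The deposited values are raw counts per gene, 1 file per library, without normalization. The methods name neither the handling of reads with several alignments nor the strand setting of the counting.

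Total counts per library ranged from 12737971 (soleus 3) to 50431713 (psoas 1). A count of 0 allows 3 counts at the upper limit, which was used as the floor of each library, and a fold change against a group whose libraries are all at or under it is given as a lower bound. The filter of at least 10 reads in at least 3 samples was tested on the files, and all 16112 genes met it.

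Counts were analyzed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1, and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1. The muscles were taken from the sample labels. The 3 pairwise comparisons were made in 1 edgeR quasi-likelihood fit over the 10 libraries with TMM normalization and no covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 2. The number of calls was also counted for the other splits of the libraries of each comparison. On simulated counts with 200 of 16112 genes changed by 3 on the log2 scale, DESeq2 recovered 192 (96%) with 15 false calls and limma-voom 172 (86%) with 5. The changed genes had a mean of at least 1 CPM, and the simulated libraries varied independently.

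Genes are named in the text by a fixed rule. It takes every gene that the paper's text, Table 1, or Fig. 5 names, the sex-linked genes Xist, Ddx3y, Kdm5d, Uty, and Eif2s3y, and the Hox, Tbx4, and Pitx1 genes as position markers. For each comparison, it adds the 3 genes that rose and the 3 that fell most among those past the thresholds whose groups do not overlap in CPM, with a mean of at least 1 CPM in the higher group and a gene symbol. The values of 1 gene that the rule takes are not reported here. CT010467.1, other genes high in the same libraries as Lars2, and pseudogenes of mitochondrial genes were chosen after their values were seen.

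Gene lengths and positions were taken from GENCODE M21 (GRCm38), in which 16032 of the genes have a symbol. FPKM values were computed with DESeq2 from summed exon lengths, and the shares and ratios of myosin and tropomyosin genes from values per kilobase, with the SD between libraries and exact two-sided permutation tests. Principal components, distances, and k-means clusters (k = 5, 50 starts) were computed on DESeq2's variance stabilized values without batch correction. Marker lists for tendon, muscle fibroblasts, adipocytes, erythroid cells, nerve, endothelium, and macrophages were tested with camera, and fry was run beside it. The cartilage and bone list was not tested, and the lists of sex-linked and position genes were read gene by gene. Outlying soleus libraries were sought with Dixon's ratio (critical value 0.829 for 4 libraries). Groups of 3 libraries were not tested this way.

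Alternatives to these choices were DESeq2's Wald test, limma-voom, a test against a fold change of 2, DESeq2's size factors, upper-quartile normalization, stricter filters on low counts, fits of the muscles compared alone, and other thresholds. Further alternatives were covariates for read trimming, for the run proxy, for sex, for replicate number, and for the animal, counts thinned to the total of the shallowest library, and fits without each library in turn. For principal components and clusters, these were other transformations, gene sets, and numbers of clusters, and removal of a batch effect. The 8 alternatives chosen after seeing the data were the fit without Lars2 and ribosomal RNA genes, low read mapping as a covariate, offsets for GC content and gene length, the replicate block in a fit of EDL and psoas only, and removeBatchEffect in 4 uses: for read trimming and for the run proxy with the muscles in its design, and for each of these without the muscles before distances between libraries. The paper's table of FPKM values and its lists of genes per ontology term were read in part, and the term extracellular matrix was left out for that reason. Raw reads were not used here.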

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

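Among the tests in this part, those of ribosomal RNA reads at Lars2, of the fast muscle genes without 5 of them and per library, and of the separate steps for Neb were chosen only after the result was seen, as were the numerical limits by which the tests of several patterns here and under the other observations were read. Dixon's ratio was above its 95% critical value in 7 of 89 groups of 4 soleus libraries, where chance alone gives 4.45. The 7 are not independent, since Myh4 enters 2 of them.

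In soleus 2, the share of Myh4 among the 4 myosin heavy chain genes was far below that of the other soleus libraries (0.508% against 6.43% to 7.32%, Dixon's ratio 0.869). Its Myh4 expression was low in the same way (log2 CPM 7.15 against 10.52 to 10.86, Dixon's ratio 0.909), and so was Mybph (0.149 CPM against 0.506 to 0.581, Dixon's ratio 0.849). If tissue of a fast muscle were present in the samples of the other soleus libraries, other genes of fast muscles would rise there by a similar share of their level in fast muscles. The test took 12 genes that are at least 20 times higher in EDL and psoas than in soleus 2. The median ratio of their share to that of Myh4 was 3.83 (quartiles 1.39 and 13.1), outside the range of 0.5 to 2 set for it, and 0 of the 12 were below their level in soleus 2. Because the genes were chosen by a low level in soleus 2, a rise in the other soleus libraries was favored by the choice. The count of 0 is therefore no test of fast tissue. These 12 genes include 4 genes that hold reads of ribosomal RNA or lie beside them (Lars2, Gm42418, CT010467.1, Gm15564) and the Y-linked gene Ddx3y, which bear on the median for other reasons. Without these 5, the median ratio over the remaining 7 genes was 1.39, inside the range, and 1.98, 1.02, and 1.51 in soleus 1, 3, and 4. Of the level in fast muscles, the mean rise in the other soleus libraries was 3.04% for Myh4, 2.89% for Pvalb, 4.22% for Actn3, and 1.24% for Mybph. These means hide a difference between libraries: in soleus 3, Myh4 rose by 3.22%, Pvalb by 0.0322%, Actn3 by 0.204%, and Mybpc2 by 1.52%, and in soleus 1 and 4 Pvalb rose by 4.21% and 4.42% and Actn3 by 5.84% and 6.62%. Pvalb and Actn3 thus go against fast tissue in soleus 3, while Mstn (3.28%) and Tspan8 (4.61%) rose there with Myh4. Fast tissue in the other soleus samples, a different fiber composition of soleus 2, and chance cannot be told apart, because these genes go both ways. The design gives no condition that parts soleus 2 from the others, and no biological explanation was tested.

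In soleus 1, genes annotated as ribosomal RNA and genes with similar reads took up 12.6% of the counts, against 0.0277% to 0.116% in the other soleus libraries (Dixon's ratio 0.993). The share was also high in EDL 1 (18.5%), psoas 1 (17.5%), and psoas 2 (22.5%), and at most 0.183% in the remaining libraries. These are the 4 libraries with under 90% of reads mapped in Table S1. A signal at a gene that the paper does not discuss follows the same libraries: CT010467.1, annotated as ribosomal RNA and chosen after its values were seen, was at least 53.1 times as high in each of the 4 libraries as in the others (35410 CPM at the lowest, against 667 at the highest). Because the 4 libraries belong to all 3 muscles, a difference between muscles is argued against as the source. A candidate explanation is a different extent of ribosomal RNA removal between library preparations, which was not tested.

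Neb was lower in soleus 1 than in the other soleus libraries (log2 CPM 13.59 against 14.05 to 14.12, Dixon's ratio 0.866). When Lars2 and the ribosomal RNA genes were left out and TMM normalization was used, the values were 13.97 in soleus 1, 14.08 in the next library, and 14.43 in the highest, and Dixon's ratio fell to 0.249. With TMM alone the ratio was 0.244, so that this fall does not depend on the genes left out. With the genes left out and no TMM, it was 0.625, below the critical value, and soleus 1 was still the lowest, by 0.207 on the log2 scale against 0.460 before. This is consistent with a few genes that take many of the counts of soleus 1 as a part of the source of the low value, and the rest remains open. No biological explanation was tested.

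Gm12199 was highest in soleus 3 and Rxfp2 in soleus 4 (Dixon's ratio 1 for both). Each was listed at 0 in the other 3 soleus libraries, and at 0.0785 CPM and 0.0633 CPM in the highest, which is under the floor of 3 counts, so that neither difference is detectable at this depth. No explanation was tested.

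Hoxa13 and Hoxa11, which the paper does not discuss, were counted in EDL (2.94 to 5.06 CPM and 2.22 to 4.93 CPM) and listed at 0 in the 3 psoas libraries. They were at least 17.9-fold and at least 14.3-fold higher in EDL (adjusted p = 0.0015 and 0.00083 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 15 alternatives, their adjusted p ranged from 2.2e-09 to 0.0088 and from 4.0e-09 to 0.0045. Of the 340 genes called between psoas and EDL, 237 remained in the same direction after thinning to equal total counts. This argues against a difference in total counts as the source of these calls in general. Counts outside ribosomal RNA genes, whose share differed between libraries, were not made equal. A difference between muscles of different position is the biological explanation that the design gives, and remains open as an untested one, beside tissue of other kinds in the EDL samples.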

How the results depend on the processing

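The number of genes called between psoas and EDL (340) stayed within 1.5 times under 13 of 32 alternatives, and those for soleus vs EDL (929) and soleus vs psoas (917) each under 21 of 31. For psoas vs EDL, soleus vs EDL, and soleus vs psoas in turn, the numbers were 1095, 1520, and 1382 with DESeq2's Wald test, 27, 185, and 176 with glmTreat against a fold change of 2, 605, 371, and 566 with read trimming as a covariate, 757, 251, and 475 with the run proxy as a covariate, and 1233, 1853, and 1563 at an adjusted p under 0.05. Of the libraries with the same replicate number, only psoas 1 and soleus 1 share an animal code. Since the paper states fewer mice than there are codes, other libraries from the same mouse cannot be excluded. EDL and psoas libraries of the same number have the same age, sex, and read trimming, and the deviations from the muscle means correlated with r = 0.248, 0.0881, and 0.503 between them, and with r = 0.298 and 0.275 between EDL 1 and psoas 2 and between EDL 2 and psoas 1, so that the numbers were not taken to pair the libraries. With the replicate block as a covariate all the same, the numbers were 146, 586, and 539. With the replicate block in a fit of EDL and psoas only, chosen after seeing the data, the number for psoas vs EDL was 291, of which 191 are among the 340, against 153 in the same fit without the block. For psoas vs EDL alone, the number was also further away with DESeq2 and read trimming (1294), DESeq2 and the run proxy (1325), sex as a covariate without soleus 3 (865), a fit of only the 2 muscles compared (153, with fewer libraries to estimate the spread), and offsets for GC content and gene length, chosen after seeing the data (532). A threshold of 0.05 or a test against the fold change alters the number by construction. For the others, the cause was not tested.

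Across the 10 fits that each left out 1 library, the number ranged from 61 (without psoas 2) to 963 (without EDL 3) genes for psoas vs EDL, from 385 (without EDL 1) to 1511 (without EDL 3) for soleus vs EDL, and from 493 (without psoas 2) to 964 (without EDL 3) for soleus vs psoas. EDL 3 is the only untrimmed and the only female EDL library. Without it, read trimming cannot be told apart from muscle in soleus vs EDL. Of the 1511 calls there, 513 were also called by the paper, against 566 of 929 with all libraries. The cause of these ranges was not tested.

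Of the 6 Z-disk genes, 0 passed an adjusted p of 0.01 in psoas vs EDL, and this number did not change under 22 of 28 alternatives, which include the 10 fits that each left out 1 library. It was 6 with DESeq2, with DESeq2 and read trimming, and with DESeq2 and the run proxy, and 1 with read trimming, with sex as a covariate, and with limma-voom with the animal as a random effect. In soleus vs psoas, it was 0 except with DESeq2, where it was 1. The cause was not tested. At an unadjusted p under 0.05, the numbers were 6 and 1.

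With untrimmed libraries only, which leaves 1 EDL and 1 psoas library, the shares in EDL were 0.124% for Myh7, 2.57% for Myh2, and 83.5% for Myh4, and those in psoas 7.43% for Myh2, 22.6% for Myh1, and 69.97% for Myh4. Without the correction for gene length, the shares moved by less than the SD between libraries. A mean that leaves out 1 library, as that of the trimmed libraries does, cannot move by more than this SD, so that it is no test against it. Without EDL 3, the Myh7 share in EDL was 0.0264% in place of 0.0591%, and without soleus 2 the Myh4 share in soleus was 6.89% in place of 5.29%. The myosin light chain ratio in soleus (1.11) rose to 1.59 without the correction for gene length, and was 0.999 without soleus 2 and 1.27 without soleus 1. The slow to fast tropomyosin ratio of psoas to EDL stayed above 1 under all 7 alternatives.

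The share of PC1 moved beyond its jackknife SE with the 500 genes of highest variance (53.0%) and with removeBatchEffect for the run proxy with the muscles in its design, chosen after seeing the data (45.4%), and not with log2 CPM, thinned counts, removeBatchEffect for read trimming or the run proxy, or that for read trimming with the muscles in its design. That of PC2 did not move beyond it under any of these 7. The jackknife SE comes from the 10 fits without 1 library, which are therefore no test against it. Over these fits, the share of PC1 lay between 36.7% (without soleus 4) and 43.3% (without psoas 3), and that of PC2 between 18.9% (without EDL 1) and 25.9% (without soleus 3). The adjusted Rand index with the paper's clusters rose to 0.651 on the genes that the paper clustered and moved by less than its jackknife SE under the other 4 alternatives. The cause was not tested. The median of the tendon list stayed between −4.83 and −4.21 in all 15 alternatives.

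Of the 73 comparisons of named genes under 15 alternatives, 0 reversed and 34 changed their side of the threshold under at least 1 of them. In total, 112 values fell below the threshold and 13 rose above it. With DESeq2, 9 rose and 0 fell. With upper-quartile normalization, 0 changed, with DESeq2's size factors 1 fell, and with the replicate block 13 fell (Col11a1, Col11a2, Kera, Tnc, Wif1, Rxfp2, and Tpm2 in psoas vs EDL, Myh2 and Myl1 in soleus vs EDL, and Myl1, Rxfp2, Tnni2, and Tpm1 in soleus vs psoas). With the run proxy, 11 fell and 1 rose. In that fit, soleus 1 and soleus 3 enter only through the estimate of the spread. Among the Z-disk genes, Des in soleus vs EDL also no longer passed with the block. Without EDL 1, 14 fell, without EDL 2 13, without EDL 3 2, without psoas 1 12, without psoas 2 13, without psoas 3 11, without soleus 1 4, without soleus 2 5, without soleus 3 4, and without soleus 4 9. Without EDL 3, psoas 3, or soleus 3, 1 rose in each. The cause was not tested.

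The alternative of no filter beyond a gene having at least 1 count gave no value of its own, since every gene in the files already meets the stricter filter. Genes under the floor of 3 counts in a whole group have fold changes known only as lower bounds at this depth.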

Differences from the paper's values

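The paper gives 1227 genes that differ between psoas and EDL, against 340 here. Of the alternatives chosen before the data were examined, DESeq2's Wald test (1095), DESeq2 with read trimming (1294) or the run proxy (1325) as a covariate, sex as a covariate (865), an adjusted p under 0.05 (1233), and the fit without EDL 3 (963) came within 1.5 times of the paper's number, and the others did not.

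The paper's lowest fold change of Tpm3 in soleus over a fast muscle is 31, against 85.9 here. None of the 29 alternatives of the fit closed the gap, of which 3 were chosen after seeing the data. The value lay between 70.6 (read trimming as a covariate) and 107 (without EDL 3) over them.

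The paper's share of variance for PC3 is 8.47%, against 14.0% here. With a gap of at most the jackknife SE of the share (4.87) or a ratio of at most 1.5 as the limit, the share came near the paper's, without reaching it, with removeBatchEffect for read trimming (11.1%) or the run proxy (12.8%) and in the fits without EDL 3 (11.6%), psoas 3 (10.9%), or soleus 1 (13.0%), and not with log2 CPM (14.6%), the 500 genes of highest variance (14.1%), thinned counts (13.4%), or without any other library. Nearest to the paper's were 9.23% and 9.61%, with removeBatchEffect for read trimming and for the run proxy with the muscles in its design, both chosen after seeing the data. For PC9, the paper's share is 1.01%, against 2.20% here. By the ratio it came near with the 500 genes of highest variance (0.872%), and not with log2 CPM (2.32%) or thinned counts (2.53%). With removeBatchEffect, and without any 1 library, fewer components remain and PC9 has no share. The 9 shares that the paper gives sum to 104%, and those here to 100%.

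The paper ranks psoas vs EDL first by the number of differing genes. Here, soleus vs EDL (929) and soleus vs psoas (917) had more. Psoas vs EDL came first with read trimming or the run proxy as a covariate, both in edgeR and in DESeq2. The paper's UpSet plot has its 2 largest subsets in psoas vs EDL. Here the largest subset was that of genes higher in soleus vs EDL (301), and with DESeq2 and read trimming the 2 largest were in psoas vs EDL (495 and 262).

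The paper reports the 6 Z-disk genes as higher in psoas than in EDL past its threshold. Here 0 of 6 passed an adjusted p of 0.01, and all 6 passed with DESeq2, alone or with read trimming or the run proxy. Des also passed with edgeR and read trimming, with edgeR and sex, and with limma-voom and the animal. The paper's text gives no difference past its threshold between psoas and soleus for these genes, as here. Fig. 5d marks one of Des between these muscles, for which the log2 fold change here was 0.01, and no alternative called it. The paper lists Col1a1 among the genes that part EDL from psoas. It was not called here (adjusted p = 0.0162), and was called with DESeq2 (0.00027), with the run proxy (0.0054), and without soleus 3 (0.0019), within a range up to 0.0568 over 15 alternatives.

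The paper places soleus between EDL and psoas on PC2. Here the soleus range (−0.663 to 16.4) overlapped with that of EDL, and it lay apart from both fast muscles without EDL 2, without EDL 3, without psoas 3, and with removeBatchEffect with the muscles in its design, chosen after seeing the data. The paper has the replicates of each muscle cluster together. Here 8 of 10 libraries were nearest to one of their own muscle, and 10 of 10 after removeBatchEffect for read trimming or, with the muscles in its design, for either batch, all chosen after seeing the data. With the muscles in the design, the batch effect is estimated within muscles, so its removal favors grouping by muscle, on PC2 as well. The paper's Table 1 lists 10 genes for PC2. Here 6 of them were among the first 8, Ecrg4, Col11a2, and Col1a1 ranked 11, 12, and 17, and Lars2 ranked 59. With removeBatchEffect for read trimming with the muscles in its design, chosen after seeing the data, all 10 ranked from 1 to 10.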

Other observations

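Among the tests in this part, those of a batch term and the Y-linked genes, of ribosomal RNA at Lars2, of GC content and gene length, and of read pairs counted at more than 1 gene were chosen only after the result was seen.

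The paper calls more genes between psoas and EDL than between soleus and either fast muscle. With read trimming as a covariate, psoas vs EDL had 605 calls, more than soleus vs EDL (371) and soleus vs psoas (566), while it had the fewest without a covariate. Soleus has 0 trimmed libraries, EDL 2, and psoas 2, so this covariate overlaps with the muscles. The order of the numbers is thus consistent with a batch term that lowers the calls against soleus. Which term the paper's fit held is not known. For the genes that the paper clustered, the log2 fold changes of DESeq2 with read trimming differed from the paper's by a median of 0.0090 in psoas vs EDL, 0.167 in soleus vs EDL, and 0.170 in soleus vs psoas. Those of DESeq2 with the run proxy differed by 0.0090, 0.254, and 0.258, and those without covariate by 0.023, 0.302, and 0.308. Of these fits, that with read trimming was nearest in the comparisons with soleus, without reaching the paper's values.

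Matrix genes were higher in EDL than in psoas. The tendon list had a median log2 fold change of −4.72 and the fibroblast list of −1.09, with all 15 and 9 of 10 genes lower in psoas. The macrophage list (−1.34, adjusted p = 0.00033 from camera, 8 of 8 genes) and the endothelial list (−0.67, 0.0118, 7 of 8 genes) were also lower in psoas, and the erythroid, nerve, and adipocyte lists did not differ (adjusted p = 0.363, 0.619, and 0.249). With fry, the macrophage and endothelial lists did not pass an adjusted p of 0.05 (0.0868 and 0.0641). With the correlation between genes estimated in camera, their unadjusted p was 0.175 and 0.187. A higher share of connective tissue cells of every kind would move the lists alike, which the gap of the tendon list to the others argues against as the whole source. A smaller rise of fibroblasts, macrophages, and endothelial cells in EDL beside it remains open. Between the soleus libraries, 34 of 36 collagens outside the lists rose with the tendon score (median slope 0.94), against 8377 of 16112 genes overall (0.014), 8 of 10 fibroblast genes (0.27), and 6 of 8 endothelial genes (0.098). Between muscles, these collagens moved far less than the tendon list in the comparisons with psoas: their median log2 fold change was −1.01 in psoas vs EDL (33 of 36 lower), and in soleus vs psoas 0.106 (20 of 36 higher), where that of the tendon list was 2.80. In soleus vs EDL it was −0.876 (31 of 36 lower), nearer to that of the tendon list (−1.30). The values are consistent with tendon tissue in the EDL samples as a source for the tendon genes, and leave the source of the difference in other collagens open. All 15 tendon genes had at least 1 CPM in EDL and in soleus, so that expression within muscle, and a difference between muscles in their own tendon, remain open and untested.

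Between psoas and EDL, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, and 0 genes were called in any other. With 10 splits, their number alone cannot exclude a chance division of the libraries. In 10 simulated sets without a change, in which the libraries vary independently, 2 genes were called in total over the 3 comparisons. The values of EDL and psoas did not overlap at 4776 genes, and those of the other splits at up to 3786, so that variation shared by many genes between libraries remains open as a part. For soleus vs EDL and soleus vs psoas, 1 of 35 splits each, the real one, gave as many, with at most 0 and 15 calls in the others, which argues against chance. Of the psoas vs EDL calls, 330 remained in the same direction with offsets for GC content and gene length, and 237 after thinning to equal total counts. This argues against these biases and against a difference in total counts as the whole source. The difference between the muscles remains open.

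Ddx3y and Eif2s3y, which are Y-linked, are in the paper's Cluster 2, with log2 fold changes in soleus vs EDL of 11.39 and 23.31 in its supplement. Without a batch term they were −0.43 (adjusted p = 0.897 from edgeR's quasi-likelihood test) and −0.20 (0.954). In DESeq2 with read trimming as a covariate they were 11.12 (adjusted p = 0.0011) and 23.51 (3.2e-08). In edgeR with read trimming they were 10.25 (adjusted p = 0.123) and 12.71 (0.160), and neither gene was called. With the run proxy they were 0.91 and 0.12 in edgeR, and 0.94 and −0.54 in DESeq2. This is consistent with a batch term that overlaps with sex. Ddx3y lay between 108 and 182 CPM in male libraries and up to 0.317 CPM in female ones, and Eif2s3y between 43.0 and 61.2 CPM and at 0. Kdm5d lay between 12.3 and 24.8 CPM in male and between 0.968 and 1.53 CPM in female libraries, Uty between 22.4 and 38.9 CPM and between 0.559 and 1.39 CPM, and Xist up to 0.0836 CPM and between 38.1 and 46.4 CPM. Soleus 3, whose sex is not given, had 183 CPM of Ddx3y, 57.6 CPM of Eif2s3y, 18.4 CPM of Kdm5d, 31.8 CPM of Uty, and 0 of Xist. These values lie at or near those of the male libraries and outside the ranges of the female ones, which argues for a male mouse. No sex was assigned to soleus 3 in the fit with sex as a covariate, which leaves it out. Without a batch term, none of the 5 genes was called between muscles. With DESeq2 and read trimming, Ddx3y and Eif2s3y were called in soleus vs EDL and soleus vs psoas.

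Lars2 is among the genes that the paper lists for PC2. CT010467.1, annotated as ribosomal RNA, was at least 53.1 times and Lars2 at least 95.5 times as high in the 4 libraries under 90% mapped as in the others. With low mapping as a covariate, the log2 fold changes of Lars2 were −0.28 in soleus vs EDL (adjusted p = 0.842) and 0.01 in soleus vs psoas (0.996). The values are consistent with reads of ribosomal RNA counted at Lars2. Mir6236, Gm15564, and Gm42418, chosen after their values were seen, were at least 98.4, 77.5, and 47.5 times as high in the same libraries. Other genes annotated as ribosomal RNA followed by less, such as n-R5s141 (8.88 times), and mt-Rnr1 and mt-Rnr2 did not (0.855 and 0.673 times). No biological explanation was tested.

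The deposited counts exceeded the read pairs that Table S1 gives as input in EDL 2 (1.03 per pair) and soleus 3 (1.02), and were lowest in psoas 2 (0.595). The count at the pseudogene Gm28437 was at least 0.997 times that of mt-Co3 in every library, and that of Gm28661 lay between 1.000 and 1.002 times that of mt-Co2. For Gm29216 and mt-Co1 the ratio was 0.368 to 0.430, and for Gm10925 and mt-Atp6 1.13 to 1.17. These values are consistent with read pairs counted at more than 1 gene, at least for the first 2 pairs. Counts of paralogs may be raised in the same way, which was not tested. The pseudogenes were chosen after their values were seen.

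Among the other position genes, Hoxc8 was higher in psoas than in EDL (log2 fold change 2.67, adjusted p = 0.0061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lower in soleus than in psoas (−2.33, 0.0035). In soleus vs psoas, Hoxc6 was lower (−2.11, 0.0070) and Hoxc11 higher (2.38, 0.0061), and Hoxa13 and Hoxa11 were at least 9.47-fold and 4.96-fold higher. Hoxa10 did not pass in psoas vs EDL (−1.13, 0.0106), and Pitx1, Tbx4, Hoxa9, Hoxc9, Hoxc10, Hoxd8, Hoxd9, and Hoxd10 passed in no comparison.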
